# *Drosophila* Hox genes induce melanized pseudo-tumors when misexpressed in hemocytes

**DOI:** 10.1038/s41598-021-81472-5

**Published:** 2021-01-19

**Authors:** Titus Ponrathnam, Ravina Saini, Sofia Banu, Rakesh K. Mishra

**Keywords:** Cancer genetics, Haematological cancer

## Abstract

Hox genes are early determinants of cell identity along the anterior–posterior body axis across bilaterians. Several late non-homeotic functions of Hox genes have emerged in a variety of processes involved in organogenesis in several organisms, including mammals. Several studies have reported the misexpression of Hox genes in a variety of malignancies including acute myeloid leukemia. The Hox genes *Dfd, Ubx, abd-A* and *Abd-B* were overexpressed via the UAS-Gal4 system using *Cg-Gal4, Lsp2-Gal4, He-Gal4* and *HmlD3-Gal4* as specific drivers. Genetic interaction was tested by bringing overexpression lines in heterozygous mutant backgrounds of Polycomb and trithorax group factors. Larvae were visually scored for melanized bodies. Circulating hemocytes were quantified and tested for differentiation. Pupal lethality was assessed. Expression of *Dfd, Ubx* and *abd-A,* but not *Abd-B* in the hematopoietic compartment of *Drosophila* led to the appearance of circulating melanized bodies, an increase in cell number, cell-autonomous proliferation, and differentiation of hemocytes. Pupal lethality and melanized pseudo-tumors were suppressed in *Psc*^*1*^ and *esc*^*2*^ backgrounds while polycomb group member mutations *Pc*^*1*^ and *Su(z)12*^*3*^ and trithorax group member mutation *TrlR*^*85*^ enhanced the phenotype. *Dfd, Ubx* and *abd-A* are leukemogenic. Mutations in Polycomb and trithorax group members modulate the leukemogenic phenotype. Our RNAseq of *Cg-Gal4* > *UAS-abd-A* hemocytes may contain genes important to Hox gene induced leukemias.

## Introduction

Life comes in a variety of body forms. Despite this variety, there is similarity at the genetic and molecular level in the developmental mechanisms that lead to this variety across species. For example, despite the evolutionary distance between vertebrates and *Drosophila*, many organ and tissue types show a degree of homology with each other and many key developmental pathways governing their development and function are conserved. The hematopoietic system is no exception. Hemocytes of *Drosophila* resemble the myeloid lineage of blood cells^1^. The most abundant cells, plasmatocytes, are the equivalent of macrophages and are involved in a variety of processes such as responses to pathogens, removal of apoptotic cells, deposition of the extracellular matrix during embryonic development, etc.^2^ The next most abundant cells are Crystal cells, specialized to induce myelinization reactions in the presence of pathogens and wound healing^3^, resemble the granulocytes, and contribute about four per cent of the blood cells. Lamellocytes are the least abundant population of blood cells, usually only appearing in circulation upon the larva being challenged by any object too large to be cleared off by the macrophages, such as the eggs of a parasitoid wasp^4,5^. Hematopoiesis in *Drosophila* occurs in during the larval stage in the Lymph Gland (LG)^6^.

The conservation between vertebrate and *Drosophila* hematopoiesis extends to their genetic basis^7^. For example, *serpent* is orthologous to GATA 1–3^8^. *Drosophila u-shaped* is orthologous to members of the Friend of GATA (FOG) family^9^. Signaling pathways involved in regulating hematopoiesis are similarly conserved. Jagged-1, the vertebrate homologue of Serrate and ligand of Notch, is presented by stromal cells to regulate Hematopoietic stem cells to regulate their proliferation and survival^10^, similar to the role performed by Serrate presented by the Posterior Signaling Centre (PSC)^11^, a set of regulatory cells at the posterior end of the LG, via cytonemes^12,13^. Mutations in JAK2 can lead to leukemogenesis in vertebrates^14^, similar to mutations in *Hopscotch*^15,16^*.* The Toll pathway is also conserved, playing a major role in innate immunity in both vertebrates and flies^17^.

Leukemias have been modeled extensively in flies^18^, including the leukemogenicity of human fusion proteins^19,20^. Melanized masses, referred to as pseudotumors, were identified as encapsulations caused by differentiated lamellocytes^21,22^. Melanogenesis is a central to insect innate immunity which leads to the formation of cytotoxic reactive oxygen and nitrogen species, for clearing pathogens as well as parasites^23^. Mutations in genes such as *Toll* and *Hop* lead to aberrant lamellocyte differentiation, hemocyte over proliferation, as well as melanotic tumors^16,24^. Melanized masses may be hematogenic in origin resulting in circulating masses, or as a result of mutations that lead to tissues being melanized in an “autoimmune” manner^25–27^.

One aspect of vertebrate hematopoiesis that has not been demonstrated in *Drosophila* is the role of Hox genes. Hox genes are well known for their conserved role in body axis formation across all bilaterians^28^, but also play roles in vertebrate hematopoiesis^29^, autophagy^30^, as well as cell proliferation, differentiation, migration and apoptosis^31^. Hox genes are transcribed in HSCs as well as lineage progenitors and are suppressed in differentiated blood cells^32–36^. Overexpression models show blockages in certain stages of development, expansion of HSCs, the circulation of blast cells, etc.^37–42^ For example, *Hoxa7* and *Hoxa9* have been shown to have a role in the development of hematopoietic progenitors of different lineages in mice. In *Drosophila, Antennapedia* is required for maintenance of collier expression and marks the PSC^43^. The expression domain of Ubx forms the posterior extent of the lymph gland, with the dorsal vessel developing into an LG like tissue in *Ubx*^−^ larvae^44,45^.

The expression of genes of the *Hox* cluster during, and after development is regulated by two chromatin remodelers, Polycomb and trithorax group (PcG and trxG) of proteins, which were discovered as transcriptional repressors (PcG) and activators (trxG) of *Hox* genes in *Drosophila*^46^. Later, these proteins were shown to regulate many biological processes such as cell fate and lineage, cellular memory, stem cell function, and tissue homeostasis in cell lines and mouse models^47–50^. The deregulation of Hox genes via Polycomb or trithorax proteins can lead to leukemogenesis by mis-regulation of hematopoiesis. Furthermore, PcG members EZH2, a human homolog of *Drosophila* E(z) protein, EED (Esc in *Drosophila*), SUZ(12) (*Drosophila* Su(z)12) and BMI-1(homolog of *Drosophila Psc*) have been shown to have a role in different cancers in knock out studies carried out in cell lines as well as in mouse model^51–54^. Mixed Lineage Leukemia (MLL), the human homolog of *Drosophila* Trithorax (Trx) protein, regulates *Hoxa* expression in HSCs. MLL is a frequent fusion protein partner in acute leukemia^55^. Evidence for the role of PcG and trxG genes in regulating HSC development in *Drosophila* remains largely to be explored^56,57^.

Melanized pseudo tumors are a hallmark of aberrant hematopoiesis in *Drosophila.* In this study, we show that overexpression of the Hox genes, *Dfd, Ubx* and *abd-A* in blood cells not only leads to melanized pseudo-tumors, but also to a significant increase in blood cell number and the induction of lamellocyte differentiation. Further, we present genetic evidence to show the role of PcG members, *Psc* and *Esc,* in the melanized pseudo-tumor formation induced by Hox genes. These findings will be helpful in understating the biological events associated with leukemia in humans, which may open new possibilities of markers and therapy. Some potential events may be represented in our RNAseq data obtained from hemocytes of the *Cg-Gal4* > *UAS abd-A* genotype.

## Results

### Tumor phenotype correlates with the tissue specificity and strength of the driver

In *Drosophila*, the *collagen-Gal4* (*Cg-Gal4)* driver induces the strong expression UAS tagged genes in the fatbody as well as in the hematopoietic system^58^. The different UAS Hox genes lines, *Dfd, Ubx, abd-A* and *Abd*-*B,* when brought under the *Cg-Gal4* driver, induced melanized pseudo-tumors in larvae. This phenotype manifested in 26% of *Cg-Gal4* > *UAS Dfd* larvae, 60% of *Cg* > *Ubx* larvae, 82% of *Cg-Gal4* > *UAS abd-A* larvae and 4% of *Cg-Gal4* > *UAS-Abd-B* larvae (Figs. 1, 2A, B and Supplementary Table S3).

**Figure 1:**
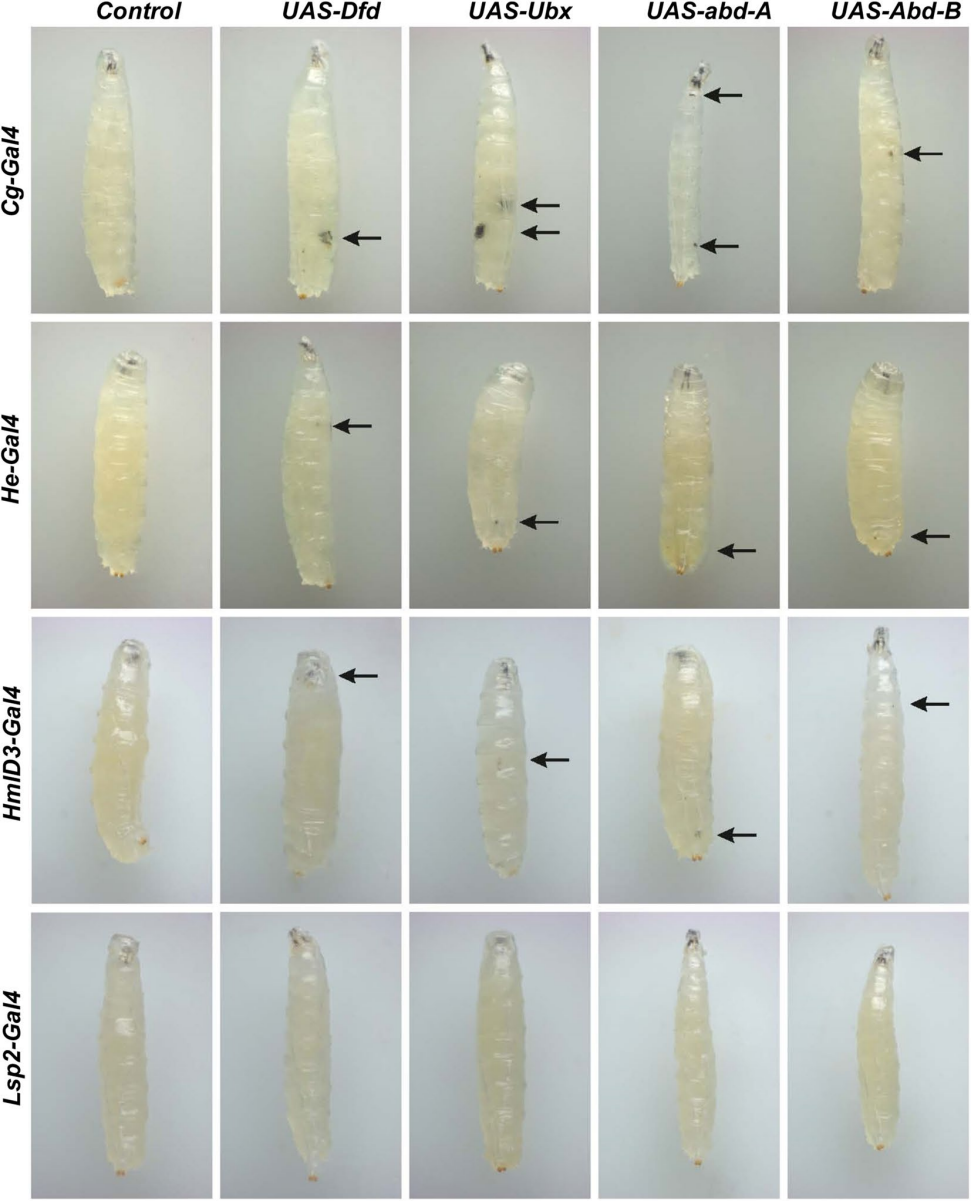
Larvae with subcutaneous tumors. *Dfd, Ubx, abd-A* and *Abd-B*, when expressed under the drivers *Cg, He* and *HmlD3* lead to melanized bodies in the viscera.

**Figure 2:**
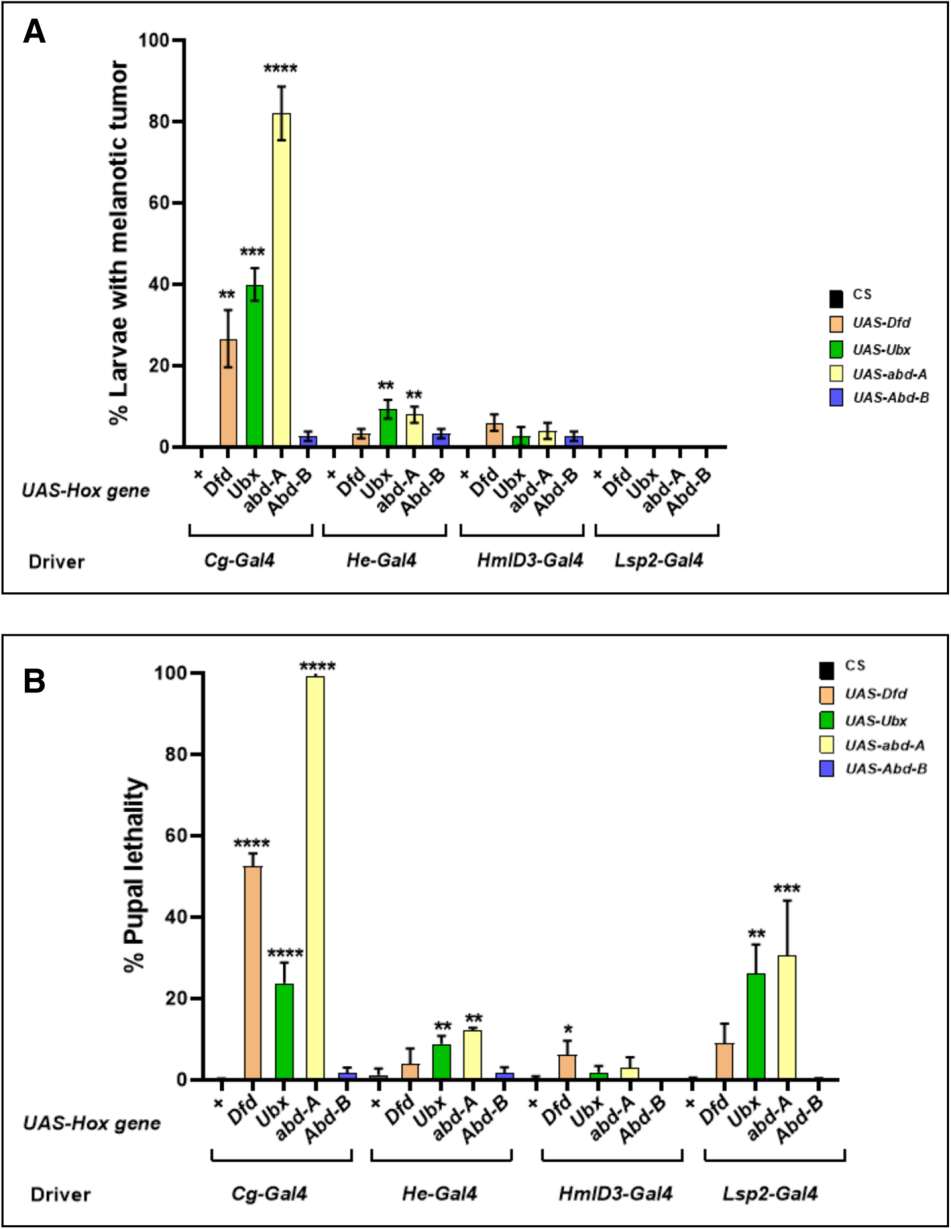
Tumor phenotype in larvae and pupal lethality. (**A**) The size and penetrance of melanized bodies was maximum when expressed under *Cg*, while tumors do manifest when *He* and *HmlD3* are used, they are much rarer and smaller. Expression under *Lsp2*-*Gal4* does not lead to the formation of such bodies. (**B**) Percentage of pupal lethality, indicated by larvae that fail to eclose. When Cg-Gal4 drives the genes *Dfd, Ubx, abd-A* and *Abd-B* do cause lethality, so does expressing them in the fatbody under *Lsp2*-*Gal4*. Driving these genes in the blood cells (*He*-*Gal4* and *HmlD*3-*Gal4*) leads to a much lower penetrance of this phenotype.

We then used the *Hemese-Gal4 (He-Gal4)* driver, which exhibits negligible expression in the LG and drives expression in about 80% of circulating hemocytes^59^, and the *HemolectinD*3*-Gal4 (HmlD*3*-Gal4)* driver, which expresses in the cortical region of the lymph gland as well as in mature circulating hemocytes. While melanized pseudo tumors were observed in these genotypes, they appeared smaller and the penetrance of the phenotype was very low, manifesting in 3% of *He-Gal4* > *UAS Dfd,* 6% in *HmlD*3*-Gal4* > *UAS Dfd,* 9% in *He-Gal4* > *UAS Ubx,* 2% in *HmlD*3*-Gal4* > *UAS Ubx,* 8% in *He-Gal4* > *UAS abd-A*, 4% in *HmlD*3*-Gal4* > *UAS abd-A,* 3% in *He-Gal4* > *UAS Abd-B* and 2% in *HmlD*3*-Gal4* > *UAS Abd-B* (Figs. 1, 2A, B and Supplementary Table S3)*.* Over-expression of *Hox* genes with the *He-Gal4* driver always showed a higher penetrance of the phenotype when compared to *HmlD*3*-Gal4*. Lamellocytes are responsible for the encapsulation mechanism in combating an immune challenge, and they do not express *Hemolectin*. The low penetrance of the phenotype in *HmlD*3*-Gal4* could be due to a lack of expression in lamellocytes^52,60^. Also, *Hemolectin* does not express in the medullary zone of the lymph gland, where cell proliferation and differentiation take place^61^. It shows the phenotype is associated with active proliferation and differentiation of hemocytes of developing larvae. To test that the phenotype was not due to expression of the Hox genes in the fatbody (as *Cg-Gal4* expresses in both blood cells as well as the fatbody) we over-expressed these genes using the fatbody specific driver *Lsp2-Gal4. Lsp2-Gal4* functions in L3 larval fat bodies^62^. No melanized spots were observed in such larvae, indicating that the pseudo-tumor phenotype is not induced by the misexpression of Hox gene in the fatbody.

### Tumor phenotype is co-related with lethality at the pupal stage

We also noticed a significant level of pupal lethality when *Hox* genes were mis-expressed in these conditions. Pupal lethality with the *Cg-Gal4* driver was highest when it drives *UAS-abd-A* (99%). *Cg-Gal4* > *UAS Dfd* (53%) and *Cg* > *Ubx* (24%) also show an increased lethality at pupal stage. It was negligible in *Cg-Gal4* > *UAS-Abd-B* (2%). We observed lethality when the same genes were over expressed in the fatbody with *Lsp2-Gal4.* However, *Lsp2-Gal4* driven Hox expression induced lethality was lower compared to *Cg-Gal4* driven Hox expression induced lethality, except in the case of *Lsp2-Gal4* > *UAS-Ubx*. But it must be noted that it was greater than that induced by the blood specific drivers used by us. Pupal lethality with *Lsp2-Gal4* driver was observed 9% in *Lsp2-Gal4* > *UAS Dfd,* 26% in *Lsp2-Gal4* > *UAS Ubx* and 31% in Lsp2*-Gal4* > *UAS abd-A*. It has previously been shown that aberrant blood cells can induce pupal lethality^63^. However, while we did observe some pupal lethality when the Hox genes were expressed under *He* and *Hml*, the lethality was most prominent in when the *Cg-Gal4* or *Lsp2*-Gal4 drivers were used (Fig. 2B, Supplementary Table S4) which supports the earlier report suggesting that Hox genes are repressors of autophagy in the fatbody^30^. Thus, while we do observe lower levels of lethality with blood specific drivers, since the expression of Hox genes in the fatbody does indeed induce lethality, the greater lethality when *Cg-Gal4* is used may be due to the concomitant expression induced in the fatbody as well as blood cells.

### Hox genes over-expression induces hemocyte proliferation and differentiation

Change in the number of cells and types of cells become important considering the phenotype observed upon misexpression of Hox genes. We quantified the number of blood cells in our overexpression lines using a modified version of established methods^64,65^. When expressed by blood specific driver*, Dfd, Ubx* and *abd-A* led to a significant increase in the number of circulating hemocytes (Fig. 3A, B, Supplementary Tables S5–S8) and many proliferating cells show co-localization of hox over-expression and PH3 (Supplementary Fig. 2A–D). Interestingly, while the penetrance of melanized spots was lower, blood specific drivers showed a larger number of blood cells (Fig. 3B). Under the control of, *Lsp2,* the fatbody exclusive driver, however, *Ubx* and *abd-A* gave a significant increase in hemocyte number*,* despite them not manifesting melanized spots. Our results show that melanized spots (or pseudo-tumors), which have been reported as the hallmarks of a “leukemia-like” phenotype in *Drosophila,* may not reflect an actual increase in hemocytes. Additionally, studies have used the strong driver *Cg-Gal4,* which drives expression in fatbody as well as the blood cells^25,66,67^. As our results show that the ectopic expression of genes in the fatbody may indeed lead to an increase in circulating hemocytes (Fig. 2B), future studies should take care while interpreting results obtained with *Cg-Gal4*. It may also be that the number of circulating cells when we expressed the hox genes under *Cg-Gal4* may be due to circulating cells being trapped in the melanized pseudo tumors.

**Figure 3:**
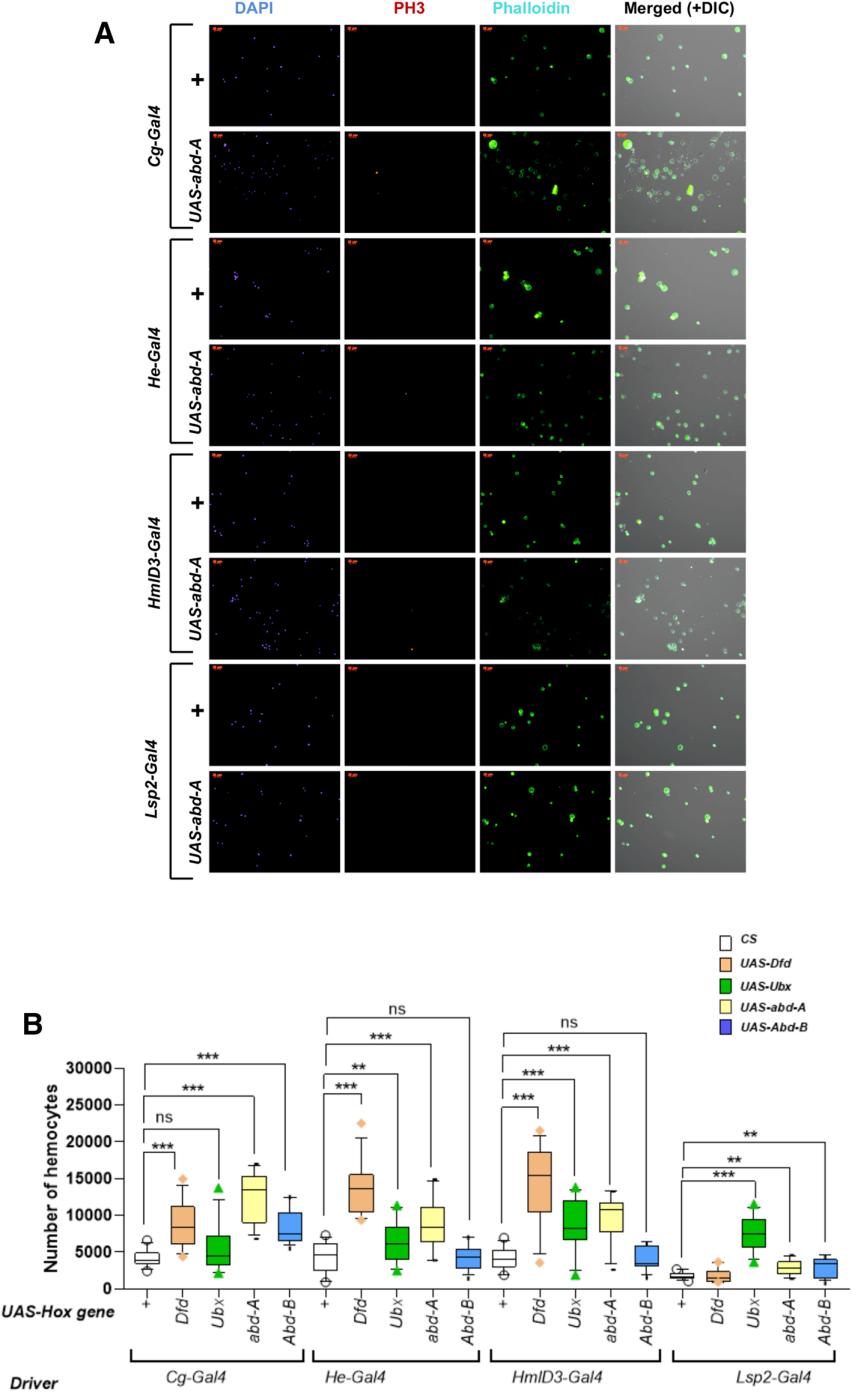

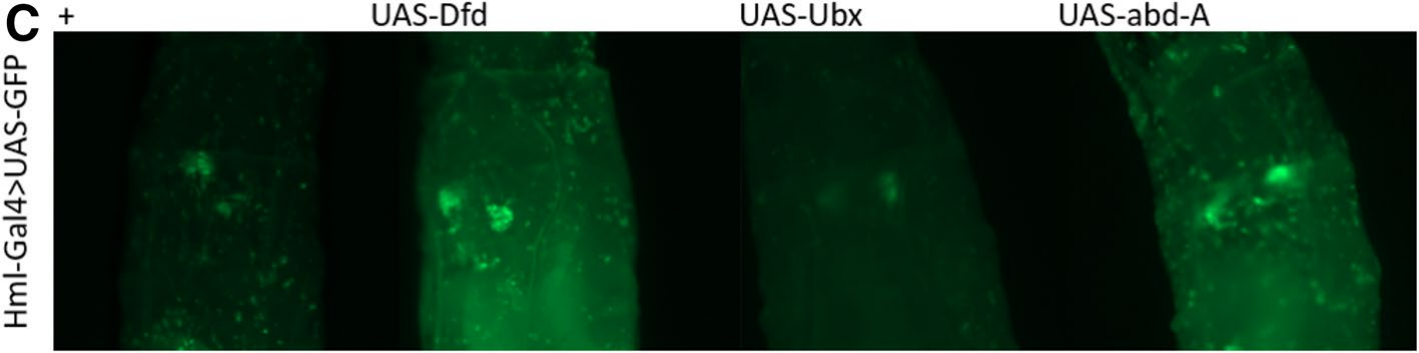
Cell proliferation and quantification of hemocytes. (**A**) Anti-PH3 staining for comparative study of cell proliferation with over-expression of *abd-A* gene driven by *Cg-Gal4, He-Gal4, HmlD*3*-Gal4 and Lsp2-Gal4*. Phalloidin iFluor-488 was used to stain actin filaments. PhosphoHistone3+ nuclei appear when these genes are expressed in the blood cells*, indicatin*g that some of the increase in cell number maybe due to cell autonomous proliferation. (**B**) The number of circulating hemocytes increases significantly when *Dfd* is over expressed using *Cg-Gal4* (*p* = 0.0003), *He-Gal4* (*p* < 0.0001) and *HmlD*3*-Gal4*(*p* < 0.0001), *Ubx* when over expressed with *Lsp2-Gal4* (*p* < 0.0001) and *HmlD*3*-Gal4* (*p* = 0.0011), *abd-A* when over expressed with *Cg-Gal4* (*p* < 0.0001), *Lsp2-Gal4* (*p* = 0.0028), *He-Gal4* (*p* = 0.0018) and *HmlD*3*-Gal4* (*p* = 0.0002), *Abd-B* when over expressed with *Cg-Gal4* (*p* < 0.0001). (**C**) *UAS-Dfd, USA-Ubx* and *UAS-abd-A* were over expressed in a *HmlD3-Gal4, UAS-GFP* background, to test whether overexpression of the genes led to the premature release of cells resident in the cortical zone of the lymph gland. The cortical zones of the over expression larvae appeared to be GFP positive.

It has previously been shown that cells of the LG do not enter circulation until the onset of metamorphosis^68^. However, *Hml* and *Cg* express in the cortical region of the LG, while *He*-*Gal4* expresses negligibly in the LG. Thus, the question arose as to whether the increase in cell number was due to an increase in cell proliferation at the LG or were circulating cells proliferating in a cell-autonomous manner. Hence, we checked for the presence of the mitotic cell marker PH3. We observed cells positive for PH3, when Hox genes were expressed in the blood cells, and not when expressed exclusively in the fatbody (Fig. 3A, Supplementary Fig. 1A–D). Unlike previous reports, we did not find proliferative cells in our control experiments^69^. This may be due to a loss of cells in our preparations or more robust immunostaining on our part. Thus, while we cannot rule out the possibility that LG cells contribute to this increase, at least a fraction of the increase takes place due to the cell autonomous division of Hox overexpressing cells. As cells of the LG could potentially be released prematurely into circulation on account of Hox gene over expression, we checked for the integrity of the LG by overexpressing *UAS-Dfd, UAS Ubx* and *UAS-abd-A* in an *Hml-Gal4, UAS-GFP* background. LGs remained intact 96hrs post egg lay (Fig. 3C).

While imaging the blood cells, we noticed that there were larger, flattened cells in circulation, reminiscent of lamellocytes. To test whether they were *bona fide* lamellocytes, we stained the hemocytes for the lamellocyte marker myospheroid^70^ (Fig. 4A, Supplementary Fig. 1A–D). Control larvae infrequently showed the presence of lamellocytes. In our overexpression lines, however, we noticed that several cells appeared morphologically as lamellocytes and were mys+. Some plasmatocytes also stained positive for mys. None of the plasmatocytes in the control flies or those overexpressing Abd-B were positive for mys. Previous reports have suggested that circulating plasmatocytes may differentiate into lamellocytes^71,72^. Thus, it may be that these circulating mys+ plasmatocyte like cells are differentiating into lamellocytes. However, *Lsp2-Gal4* > *UAS Ubx* also had a significant number of lamellocytes. This is in keeping with reports that signals from the fat body can drive lamellocyte differentiation^73,74^. Thus, we speculate that these cells, upon Hox overexpression, are pushed toward the lamellocyte fate (Fig. 4A,B).

**Figure 4:**
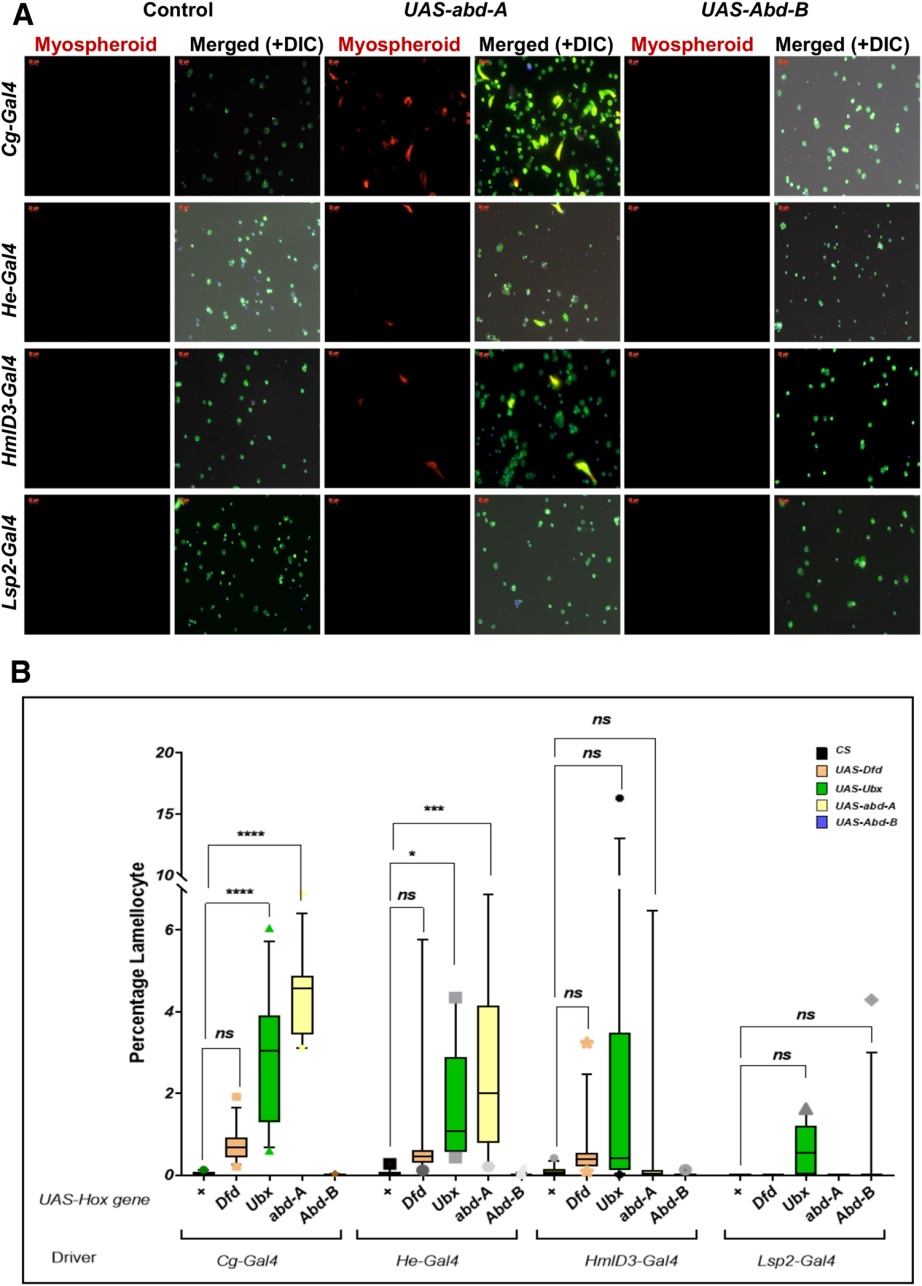
*Myospheroid* staining and quantification of lamellocytes. (**A**) When *Dfd, Ubx, abd-A,* but not *Abd-B* are driven in blood cells (under *Cg-Gal4*, *He*-*Gal4* or *HmlD*3-*Gal4*), but not in the fatbody (*Lsp2*-*Gal4*), large, dorsoventrally flattened cells begin to appear in circulation. These stain positive for mys*.* Some circulating plasmatocytes also appear to mys+. This indicates that they might be in the process of differentiating. (**B**) Percentage of lamellocyte is plotted on Y-axis. Ubx over-expression with *Cg-Gal4* (*p* < 0.0001) and *He-Gal4* (*p* = 0.0455) has a significant increase while *Lsp2-Gal4* and *HmlD*3*-Gal4* do not show any significant increase. abd-A with *Cg-Gal4* and *He-Gal4* has comparatively high percent of increase to control as well as Ubx over-expressed.

### Effect of PcG and trxG genes

PcG members are known to function primarily through two distinct complexes, PRC1 (consisting of *Pc, Psc, Su(z)2* and *Sce*) and PRC2 (consisting of *E(z), Su(z)12, Esc* and *Caf 1-55*)^75^. Members of the PcG and trxG have been shown to have a role in hematological malignancies in different clinicopathological data in leukemic patients and mice models^76,77^. To determine their role in melanized pseudo-tumor formation in flies, we over-expressed abd-A using *Cg-Gal4* in the background of different PcG and trxG mutants. We selected *Psc*^*1*^, *Pc*^*1*^*, Su(z)2, Su(z)12, E(z)* and *esc2* from the PcG and *brm*^*2*^*, Trl* from the trxG. Melanotic pseudo-tumor phenotype was used in our study to assay the effect of the mutants as it is convenient and robust. All experiments were performed in biological triplicates. The PcG mutants *Pc*^*1*^*, Su(z)12*^*3*^*,* and trxG member *brm*^*2*^ showed an increase in melanotic body formation (Fig. 5A,B and Supplementary Table S9), and enhanced the phenotype up to 100%. *Pc*^*1*^ and *Su(z)12*^*3*^ not only enhanced the penetrance (percentage phenotype showing larvae) but showed an increase in severity (scored as number and size of the black spots) compared to abd-A over-expressed in absence of mutants (Fig. 5A). Pc is a core protein of PRC1 and plays a role in negative regulation of its target genes. Su(z)12, a member of the PRC2 similarly enhances the pseudo tumor phenotype. Our results indicate these proteins might suppress genes involved in the immune cascade. Surprisingly, E(z) does not show any significant effect on penetrance. Su(z)2 also does not significantly affect the pseudo tumor phenotype or pupal lethality. On the other hand, *esc*^*2*^ (PRC2 member) and *Psc*^*1*^ (PRC1 member) showed a significant decrease in penetrance 15% and 17% respectively (Fig. 5B, Supplementary Table S9). The severity of the phenotype is also significantly reduced in both the mutant background (Supplementary Fig. 3A,B). These results indicate that genes involved in melanotic pseudo-tumor causing phenotype might be the target of the Esc and Psc proteins. Although it has been shown that Esc-E(z) complex is a thousand times effective compared to *E(z)* alone^78,79^, our results suggest that Esc regulates its targets independent of *E(z)* activity or, for that matter, any other member of the PRC2 complex in the observed phenotype. Similarly, Psc mutation rescued the phenotype. We tested whether bringing our overexpression in the PcG and trxG backgrounds affected the number of PH3 positive nuclei. We did not observe a significant change (Fig. 5D, Supplementary Table S12). As the average number of PH3+ nuclei in *cg-Gal4* > *UAS abd-A* larvae was 0.08% of the average of total hemocytes, it may be that the total number of dividing nuclei are too few to significantly differ.

**Figure 5:**
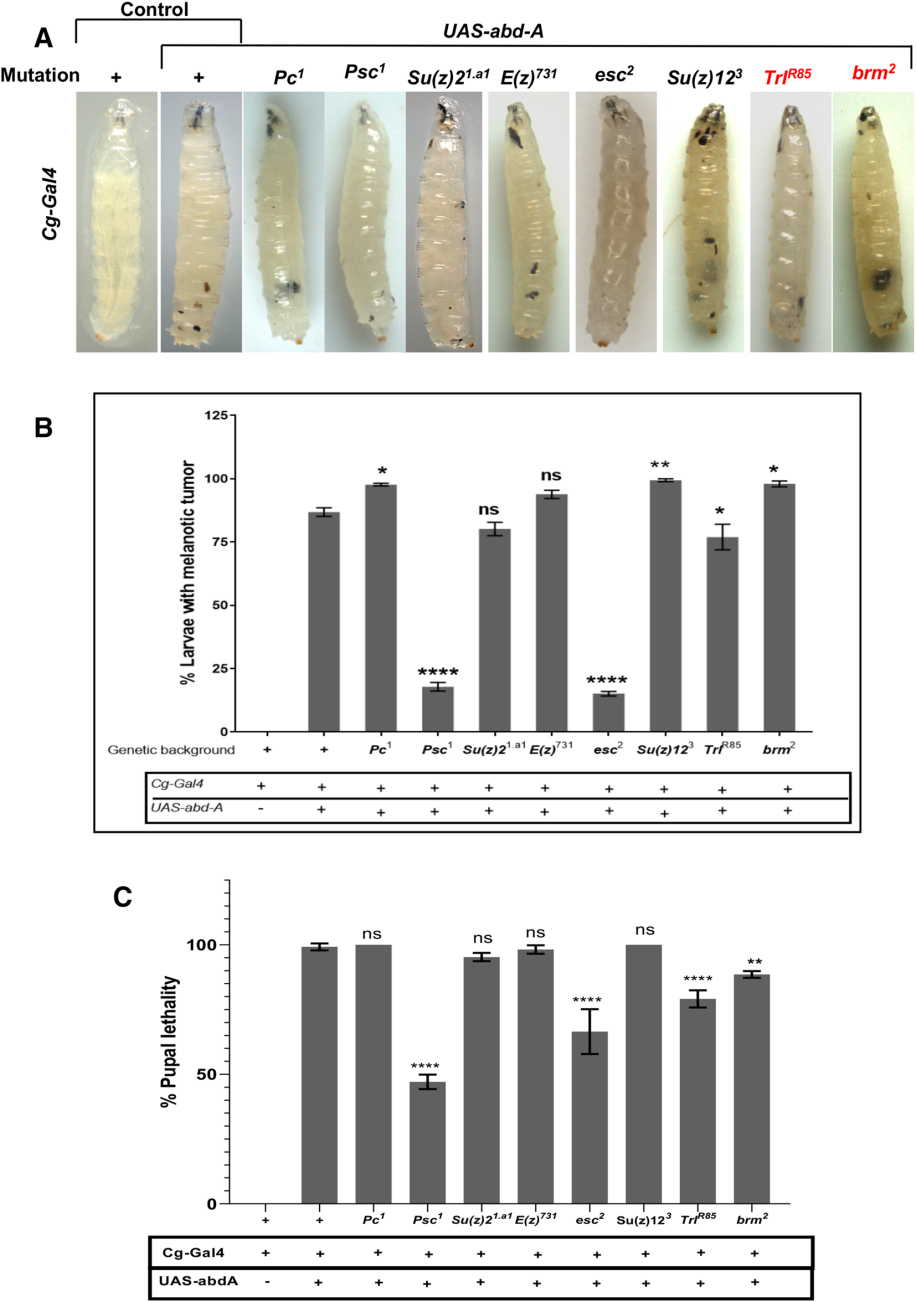

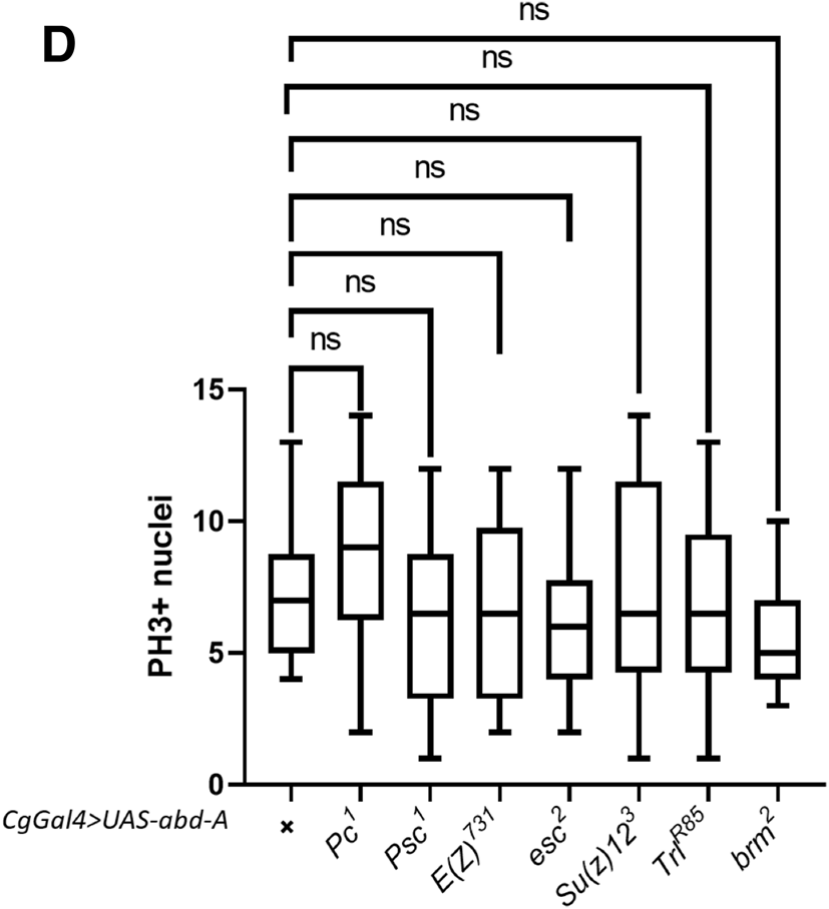
Effect of PcG and trxG mutations on the abd-A induced tumor phenotype. (**A**) Effect of PcG and trxG on subcutaneous melanotic tumor formation. (trxG members have been highlighted in red in 5A) Over-expression of abd-A gene is driven by Cg-Gal4. Most of PcG and trxG mutants have effect on the phenotype. Polycomb mutants, esc^2^ (PRC2 member) and *Psc*^*1*^ (PRC1 member) show a decrease in severity of phenotype (size and numbers of melanotic body). *Su(z)12*^*3*^ and *Pc*^*1*^ have increased severity. *Brm*^*2*^*, Trl*^*R85*^*, Su(z)2*^*1.a1*^ and *E(z)*^*731*^ do not show any change in severity compare to Cg-Gal4 driven abd-A over-expressed individual. (**B**) Comparative quantification of melanotic tumor formation phenotype in abd-A over-expressed (driven by Cg-Gal4) individual in different PcG and trxG background. Percentage of tumor showing individuals is plotted on Y-axis (no. of animal screened is > 80 in each case, error bars represent the standard error). Phenotype is rescued in *esc*^*2*^ (*p* < 0.0001)*, Psc*^*1*^(*p* < 0.0001), and *Trl*^*R85*^ (*p* = 0.0223) mutants while *Pc*^*1*^ (*p* = 0.0109),*Su(z)12*^*3*^ (*p* = 0.0028) and *Brm*^*2*^ (*p* = 0.0088) have a significant increase in melanotic tumor formation. (**C**) Percent pupal lethality in PcG and trxG mutant background. Psc^1^ (*p* < 0.0001), esc^2^ (*p* < 0.0001), brm^2^ (*p* = 0.0042) and *Trl*^*R85*^ (*p* < 0.0001) show decrease in pupal lethality. (**D**) Number of PH3 positive larvae in mutant backgrounds, Compared to *Cg-Gal4* overexpression of abd-A alone, the overexpression did not significantly alter the number of PH3+ hemocytes in *Pc*^*1*^ (*p* = 0.2554)*, Psc*^*1*^ (*p* = 0.1275)*, E(Z)*^*731*^ (*p* = 0.7907)*, esc*^*2*^ (*p* = 0.3282), *Su(z)12*^*3*^ (*p* = 0.8642)*,* and *Trl*^*R85*^ (*p* = 0.8975) backgrounds.

### Effect of PcG mutants on the melanized pseudo-tumor related pupal lethality

To test the effect of mutations on pupal lethality, L3F larvae from each combination, which manifested melanized pseudo-tumors, were transferred to fresh vials and allowed to pupate and eclose. Larvae from overexpressed *abd-A* (driven by *Cg-Gal4*) with melanotic body showed up to 99% lethality at the pupal stage. Further, we checked pupal lethality in mutant background. Since all mutants are maintained over balancers (Table S2), we selected overexpressed progenies without balancer to confirm mutant in the same progeny and transferred them in new food vials. Pupal lethality in *Su(z)12*^*3*^*, Pc*^*1*^ and *Su(z)2*^*1.a1*^ was always 100% while we could get a few survivors from *Cg-Gal4* > *UAS abd-A* (Figs. 3C, 5C, Table S10). A decline in lethality was seen in *Psc*^*1*^*, esc*^*2*^* brm*^*2*^ and *Trl*^*R85*^(Fig. 5C). The survivors from *Psc*^*1*^ and *esc*^*2*^ were quite healthy as compared to the survivors of *Cg-Gal4* > *UAS abd-A.* This reduction in lethality indicates that Esc and Psc proteins are strongly suppressing the melanotic pseudo-tumor phenotype and its consequences on development. Although *brm*^*2*^ showed an increase in penetrance it decreases pupal lethality 89% compare to *abd-A* alone. *Trl*^*R85*^ showed a decrease in pupal lethality (79%) (Fig. 5C). While designing the study, we hypothesized that the observed leukemia like phenotype was due to the aberrant transcription of genes that led to the misregulation of hematopoiesis. It followed therefore that mutations in genes that maintained repression would result in an enhancement of the phenotype (PcG) whereas mutations in genes that maintained transcriptionally states of genes would have the opposite effect (trxG). Our results do not reflect such a clear-cut enhancement or suppression of the phenotype.

### Relative strength of the Gal4 drivers

One possibility that may explain the difference in the penetrance of our melanotic pseudo tumor phenotype is that the relative expression levels of the genes differ significantly under different Gal4 drivers. To test the relative strength of the Gal4s, we overexpressed mcd8-GFP under *Cg-Gal4, HmlD3-Gal4, He-Gal4* and *Lsp2-Gal4. HmlD3-Gal4* was significantly weaker than *He-Gal4* and *cg-Gal4. He-Gal4* and *Cg-Gal4* appear to drive expression at similar levels. However, as we compared whole *He-GFP* expressing larvae to regions devoid of the fatbody in C*g-Gal4* larvae, this similarity may be artefactual (Fig. 6A, Supplementary Table 11A). *Lsp2-Gal4* and *Cg-Gal4* drove GFP at similar levels in the fatbody (Fig. 6B, Supplementary Table S11B). of the respective drivers in hemocytes (Figs. 1 and 2A,B and Supplementary Table S3). Taken together, this implied that the melanized pseudo-tumour phenotype we observe is of hemocyte origin. However, as we do see a lower but significant increase in blood cells when Lsp2-Gal4 is used, as well as many lamellocytes in *Lsp2-Gal4* > *Ubx*, the difference in the phenotypic penetrance when using blood specific divers compared to *Cg-Gal4* may be due to non-cell autonomous cues from the fatbody^80^.

**Figure 6:**
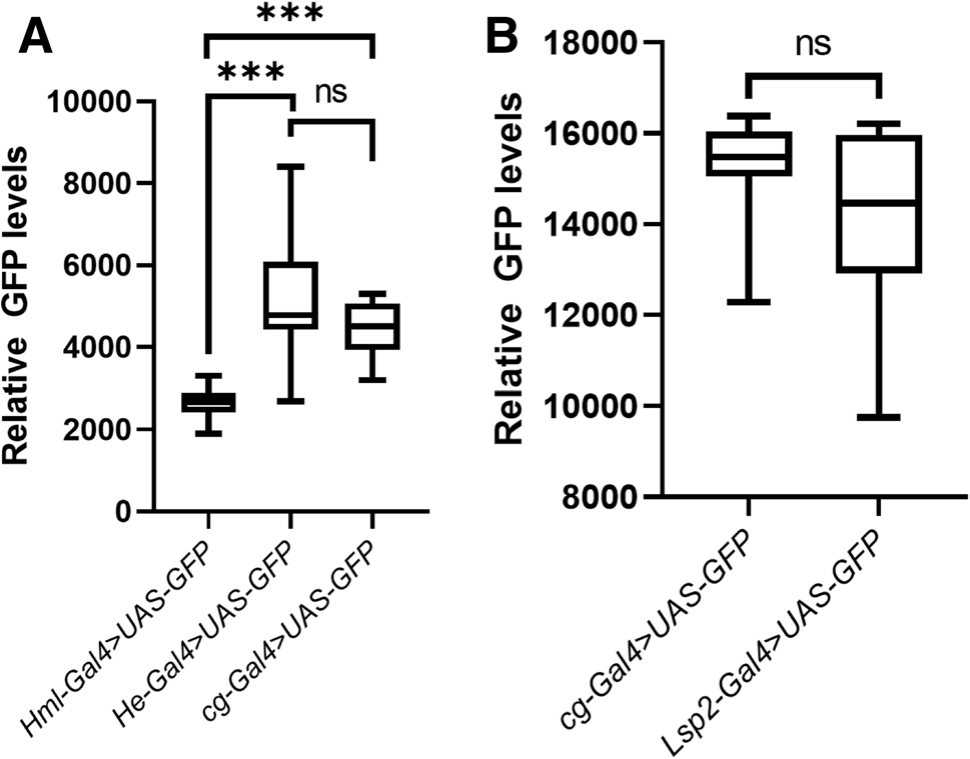
Quantification of relative Gal4 strength by relative GFP levels. *HmlD3-Gal4, He Gal4, cg-Gal4* and *Lsp2-Gal4* were used to drive the expression of *UAS-mcd8-GFP.* (**A**) Average maximum GFP intensities of whole larvae of *HmlD3-Gal4* > *UAS mcd8-GFP* and *He-Gal4* > *UAS mcd8-GFP* were compared with regions excluding the fat body in *Cg-Gal4* > *UAS mcd8-GFP.* The *HmlD3-Gal4* driver was weaker than *He-Gal4* (*p* < 0.0001) as well as *Cg-Gal4* (*p* = 0.0005). *He-Gal4* was not significantly different from *Cg-Gal4* (*p* = 0.1903) (**B**) Average maximum intensities of whole larvae of *Cg-Gal4* > *UAS mcd8-GFP* were compared with *Lsp2-Gal4* > *UAS-GFP*. GFP levels were not significantly different (*p* = .1261).

### Transcriptomic analysis of abd-A overexpression

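RNA was taken from the hemolymph of Cg-Gal4>CS larvae, the control, and of Cg-Gal4>UAS-abd-A larvae aged 96 to 102 h, with 20 larvae pooled for each library. There were 2 control libraries and 3 abd-A libraries, each from a separate pool of animals. The authors mapped paired reads to dm6 with STAR and counted them on genes with htseq-count, and the deposited values are raw counts per gene under FlyBase identifiers, without normalization. The methods state a depth of at least 25000000 reads per sample. Total counts on genes were 1252969 and 2567624 in control replicates 1 and 2, and 4736033, 3848911 and 4959111 in abd-A replicates 1, 2 and 3. These totals amount to 5.01%, 10.3%, 18.9%, 15.4% and 19.8% of 25000000, in the same order. All fold changes and tests use these counts. A gene was taken as detected above 3 counts, which corresponds to 2.06 and 1.16 CPM, edgeR's counts scaled to library size, in the control libraries and to between 0.638 and 0.817 CPM in the abd-A libraries. The control libraries differed from each other more than the abd-A libraries did, with a chi-square per degree of freedom of 36.6 between the controls and of 6.93 to 12.1 between pairs of abd-A libraries. Across genes, Spearman's rho was 0.754 between the controls and 0.957 to 0.966 between abd-A libraries, where genes are not independent replicates. Groups were compared with edgeR's quasi-likelihood test after TMM normalization. Genes were called upregulated or downregulated at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. With 2 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1. Genes annotated as antisense RNA had a higher density of counts than the protein-coding genes they overlap, with a median ratio between 8.01 and 13.9 in the 5 libraries. Of the genes tested, 35.1% have an exon overlapped by a gene on the opposite strand.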

Blood from the *Cg-Gal4* > *UAS abd-A* larvae and *Cg-Gal4* > *CS* larvae were extracted and subjected to RNA-Seq analysis. The raw RNAseq data is available at the NCBI GEO database under the accession number GSE163983. The sequenced reads were mapped to the fruit fly genome (dm6) with an alignment efficiency of ~ 80%. Read counts for the genes were obtained and used for differential expression analysis. The genes were filtered for low counts < 10 which resulted in 11,624 genes. 

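The count table lists 17807 genes, of which 14279 had a count in at least 1 library. The counts of 11624 genes summed to 10 or more over the 5 libraries, and these genes were tested. A mean of at least 10 counts was reached by 8917 genes, and 10981 genes had 10 counts in at least 1 library. The minimum set by edgeR's filterByExpr left 9719 genes. The strictest reading, at least 10 counts in every library, moved the number most and left 6350 genes.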

Differentially expressed transcripts were filtered using an adjusted *p* value of < 0.05. Genes were classified as upregulated or downregulated based on twofold change in either direction. This resulted in 444 upregulated (Supplementary Table S13) and 2290 downregulated genes (Supplementary Table S14) in abdA overexpressed larvae when compared to control. 

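Of the genes tested, 1274 were called upregulated and 1481 downregulated in the abd-A libraries. At most 3 counts were found in both control libraries for 55 of the upregulated genes, and in all 3 abd-A libraries for 422 of the downregulated genes, so that only a lower bound of their fold change can be given. The remaining 1219 upregulated genes had a median log2 fold change of 1.65, and the remaining 1059 downregulated genes had a median of -2.83. All 1274 upregulated genes and 1454 of the downregulated genes had abd-A libraries that did not overlap the control libraries. This was the case for 56.6% of all genes tested, where chance gives 20%. The median log2 fold change of all genes tested was -0.17, and it was -0.32 with DESeq2's size factors, -0.35 with upper-quartile normalization and -0.36 with library totals. The upregulated genes made up 46.2% of the calls, and between 36.5% and 38.1% under those scalings. The upregulated count moved most, to 447, with the DESeq2 Wald test and log2 cut-offs of 2 and 0.5. Of the genes that Supplementary Table S13 lists, whose log2 fold changes start at 2.00, 404 were among the upregulated genes.

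**Figure D1:**
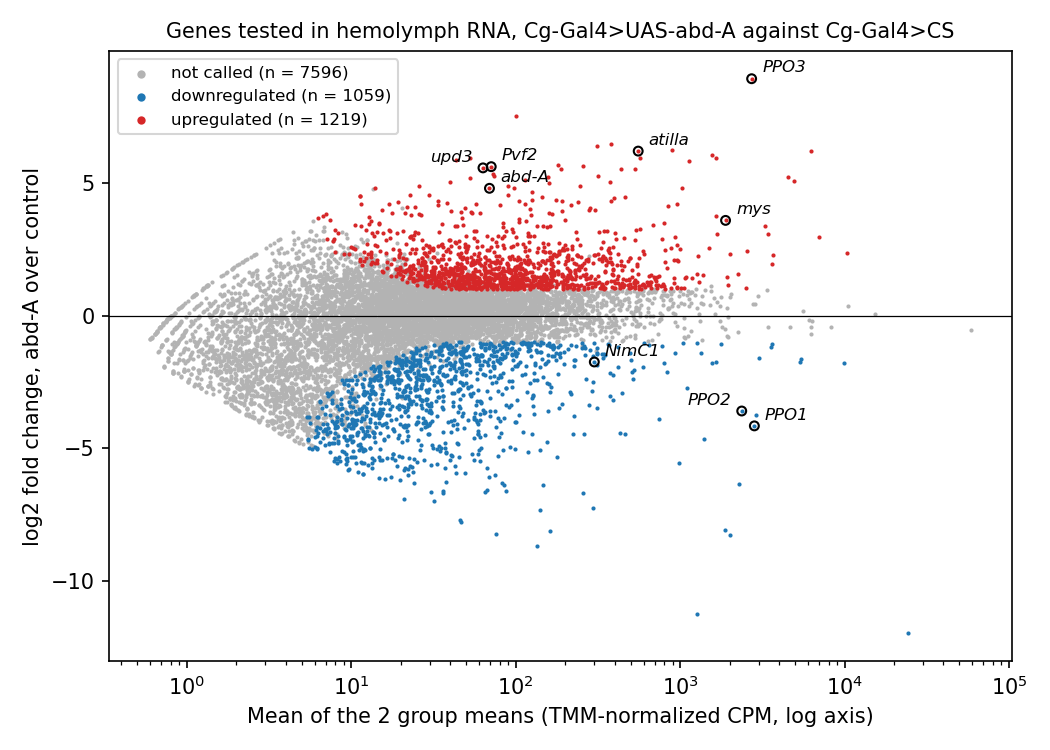
The log2 fold change of each gene, abd-A over control, against the mean of its group means in TMM-normalized CPM on a log axis. The 9874 points are genes with over 3 counts in a library of each group, of which 1219 were upregulated (red) and 1059 downregulated (blue), and circles mark 9 of the genes the paper names.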

Gene ontology enrichment analysis on upregulated and downregulated gene sets reveal distinct biological processes associated with both sets (Supplementary Fig. 4B,C). Among genes upregulated, those involved in response to biotic stimuli, defense response and immune system processes were relatively enriched. 

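The gene ontology sheet of the upregulated genes lists 30 genes for each of the 3 terms, which are 47 different genes. Of these, 44 were called upregulated, 27 of 30 for response to biotic stimulus, 28 of 30 for defense response and 29 of 30 for immune system process. Their CPM did not overlap between the groups in 47 of 47 genes, against 20% by chance, although the genes were listed because they rose in the same libraries. Control counts were at most 3 in both libraries for 8 of the genes. The other 39 genes had log2 fold changes from 2.13 to 8.94, with a median of 2.88. TotA, GILT2 and CG42359 were not called, with adjusted p of 0.0844, 0.0761 and 0.0831 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and had 0 counts in control replicate 1. An exon of 8 of the 47 genes is overlapped on the opposite strand. With only genes of at least 10 counts in every library, 27 of the genes were called.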

Among those downregulated, no such trend was observed. Instead, various biosynthetic processes were broadly downregulated.

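Some genes of biosynthesis, all for the synthesis of protein or RNA, were grouped by their symbols into 5 families. The 83 genes of cytosolic ribosomal proteins had a median log2 fold change of 0.99, with 36 upregulated and 1 downregulated. For the 71 genes of mitochondrial ribosomal proteins the median was 1.12, with 19 upregulated and 1 downregulated. The 40 translation initiation factors had a median of 0.60, the 32 aminoacyl-tRNA synthetases a median of 0.59 and the 28 RNA polymerase subunits a median of 0.79. All 5 medians stayed above 0 with DESeq2's size factors, with upper-quartile normalization and with library totals, where the lowest was 0.42. Relative to the median of all genes tested, the families lay higher by 0.76 to 1.29 under TMM normalization. The gene ontology terms of the downregulated genes, shown in Supplementary Fig. 4C, were not analysed here.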

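The targeted gene, abd-A (FBgn0000014, chromosome 3R of dm6, 16807214 to 16830049), had 0 and 21 counts in the control libraries and 620, 474 and 638 counts in the abd-A libraries. Its normalized expression was 134.5 ± 4.85 CPM (SD, n = 3) in the abd-A libraries and 4.07 ± 5.76 CPM (SD, n = 2) in the controls. The log2 fold change was 4.80 (standard error 0.66), a change of 27.9-fold, with an adjusted p of 0.000955 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With control replicate 1 left out it was 4.03, and with control replicate 2 left out the only control has 0 counts. The cytokine gene upd2 (FBgn0030904, chromosome X, 18240654 to 18243284) had 0 counts in both controls and 69, 42 and 49 counts in the abd-A libraries. It was at least 7.72-fold higher, with an adjusted p of 0.00694 (edgeR quasi-likelihood, Benjamini-Hochberg). The adjusted p of upd2 rose to 0.054 with abd-A replicate 1 left out. The second cytokine gene, upd3 (FBgn0053542, chromosome X, 18277233 to 18284596), had 0 and 11 counts in the controls and 482, 486 and 626 counts in the abd-A libraries. It reached 124 ± 14.5 CPM (SD, n = 3) against 2.13 ± 3.02 CPM (SD, n = 2), a log2 fold change of 5.57 (standard error 0.61, adjusted p = 0.000287 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of upd3 was 4.85 with control replicate 1 left out. The receptor gene dome was not called, with a log2 fold change of -0.35 (standard error 0.40, adjusted p = 0.537 from the same edgeR test with Benjamini-Hochberg adjustment).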

*abd-A* was upregulated 44 times the control in *Cg-Gal4* > *UAS abd-A* larvae. *upd2* is upregulated 144 times, and *upd3* is upregulated 66 times in hemocytes that overexpress *abd-A* under *Cg-Gal4*. *upd2 and upd3* are cytokines that induce JAK/STAT signaling via the receptor domless^81^. *upd2* and *upd3* have been implicated in hemocyte proliferation in response to tissue damage and tumors^69^, and lamellocyte differentiation in wild type as well as parasitized larvae^82^. *Pvf2* is upregulated 45 times. 

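Pvf2 (FBgn0031888, chromosome 2L, 7069536 to 7084635) had 0 and 12 counts in the controls and 685, 477 and 640 counts in the abd-A libraries. Its expression was 139.7 ± 12.0 CPM (SD, n = 3) with abd-A and 2.33 ± 3.29 CPM (SD, n = 2) in the controls. The log2 fold change was 5.62 (standard error 0.61), or 49.2-fold, and the adjusted p was 0.000264 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each abd-A library left out in turn, the adjusted p of the same edgeR test stayed between 0.00223 and 0.0054 after Benjamini-Hochberg adjustment. The log2 fold change of Pvf2 was 4.89 with control replicate 1 left out, and with control replicate 2 left out the only control has 0 counts. Ugt307A1 overlaps 11 bases of the exons of Pvf2 on the opposite strand. Neither Pvf1 nor Pvf3 was called, and the receptor gene Pvr had a log2 fold change of -0.08 (standard error 0.25).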

*Pvf2* overexpression is sufficient to induce hemocyte proliferation^83^. Spätzle-Processing Enzyme is responsible for activating Spätzle, the Toll ligand^84^. As Toll activation does lead to hemocyte proliferation and differentiation^85,86^, increased levels of Spätzle-Processing Enzyme levels may lead to increased Toll activation. 

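SPE (FBgn0039102, chromosome 3R, 23686255 to 23688147), which encodes the Spätzle-Processing Enzyme, had 0 and 3 counts in the controls and 74, 85 and 48 counts in the abd-A libraries. Measured against the 3 counts taken as the limit of detection, SPE was at least 10.3-fold higher with abd-A, with an adjusted p of 0.0132 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). The call was lost with abd-A replicate 1 or abd-A replicate 2 left out, where the adjusted p of this edgeR test reached 0.0877 after Benjamini-Hochberg adjustment. For spz, which encodes Spätzle, the log2 fold change of 0.86 (standard error 0.25) was below the 2-fold threshold, and CG43935 overlaps 5 bases of its exons on the opposite strand. The receptor gene Tl had a log2 fold change of 0.44 (standard error 0.23) and was not called. A set of 10 targets of Toll signaling was shifted upwards, with 6 genes upregulated, 7 genes at or under 3 counts in all libraries of a group and an adjusted p of 0.00572 (limma's camera test, Benjamini-Hochberg adjustment over 18 sets).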

Atilla is upregulated about 117 times, and mysopheroid 27 times, which is consistent with our observation that some plasmatocytes appeared mys+. 

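The lamellocyte marker atilla (FBgn0032422, chromosome 2L, 12175451 to 12177886) had 14 and 49 counts in the controls and 4863, 3755 and 5568 counts in the abd-A libraries. Its expression was 1098 ± 81.6 CPM (SD, n = 3) with abd-A and 14.3 ± 6.64 CPM (SD, n = 2) in the controls, a log2 fold change of 6.21 (standard error 0.35, adjusted p = 1.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 73.8-fold. The integrin gene mys (FBgn0004657, chromosome X, 8061645 to 8070237) rose from 289 ± 71.5 CPM (SD, n = 2) to 3492 ± 259.6 CPM (SD, n = 3). Its log2 fold change of 3.59 (standard error 0.27, adjusted p = 3.8e-05 from the same edgeR test with Benjamini-Hochberg adjustment) equals 12.1-fold. With each of the 5 libraries left out in turn, the log2 fold change lay between 5.84 and 6.81 for atilla and between 3.35 and 3.85 for mys.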

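The plasmatocyte marker NimC1 (FBgn0259896, chromosome 2L, 13973158 to 13976769) had 716 and 1122 counts in the controls and 498, 598 and 658 counts in the abd-A libraries. Normalized expression was 463.5 ± 40.0 CPM (SD, n = 2) in the controls and 138.1 ± 25.9 CPM (SD, n = 3) with abd-A. The log2 fold change was -1.75 (standard error 0.23, adjusted p = 0.000685 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is 0.298 times the control. It stayed between -1.89 and -1.62 with each library left out in turn.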

Additionally, the plasmatocyte marker NimC1 was downregulated 0.26 times. *PPO3* was upregulated 10 times, while *PPO1* and *2* were downregulated 0.07 and 0.05 times respectively. 

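PPO3 (FBgn0261363, chromosome 2R, 23064769 to 23067183) had 4 and 45 counts in the controls and 26661, 18079 and 25499 counts in the abd-A libraries. Its expression was 10.1 ± 10.4 CPM (SD, n = 2) in the controls and 5437 ± 517 CPM (SD, n = 3) with abd-A, a log2 fold change of 8.94 (standard error 0.62, adjusted p = 2.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 490-fold. PPO1 (FBgn0283437, chromosome 2R, 17887220 to 17889973) fell from 5359 ± 969 CPM (SD, n = 2) to 300.1 ± 83.1 CPM (SD, n = 3). The log2 fold change of PPO1 was -4.16 (standard error 0.28, adjusted p = 2.3e-05 from the same edgeR test with Benjamini-Hochberg adjustment), or 0.056 times the control. PPO2 (FBgn0033367, chromosome 2R, 9042261 to 9044709) fell from 4380 ± 353 CPM (SD, n = 2) to 362 ± 71.2 CPM (SD, n = 3). Its log2 fold change was -3.60 (standard error 0.24, adjusted p = 2.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 0.0826 times the control. No exon of these 3 genes is overlapped on the opposite strand.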

PPO1 and 2 are restricted to crystal cells while PPO3 is expressed in lamellocytes^87^, consistent with the observed increase in lamellocyte differentiation. 

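Sets of marker genes for blood cell types were tested with limma's camera test at an inter-gene correlation of 0.01. The sets contain genes that the paper reports as changed in these same libraries. These are atilla, mys and PPO3 for lamellocytes, PPO1 and PPO2 for crystal cells and NimC1 for plasmatocytes. The sets were not tested without those genes. All 9 lamellocyte markers tested were upregulated, with a median log2 fold change of 4.27 and an adjusted p of 1.0e-07 (limma's camera test, Benjamini-Hochberg adjustment over 18 sets of cell types, pathways and tissues). Among them, ItgaPS4 had a log2 fold change of 6.05, mthl4 of 4.38, Itgbn of 4.27, cher of 3.08, Mmp1 of 2.40 and msn of 1.70. The exons of ItgaPS4, Itgbn, cher and Mmp1 are overlapped on the opposite strand by 66, 339, 406 and 284 bases. All 6 crystal cell markers were downregulated, with a median of -3.16 (adjusted p = 0.000363, limma's camera test with Benjamini-Hochberg adjustment). Among them, lz had an adjusted p of 0.0492 (edgeR quasi-likelihood, Benjamini-Hochberg). It was called in 0 of the 3 fits that each left out an abd-A library. Of the 10 plasmatocyte markers, 6 were downregulated and all 10 had log2 fold changes below 0, with a median of -1.61 (adjusted p = 0.00283, limma's camera test with Benjamini-Hochberg adjustment). The direction of NimC2, overlapped by 527 exonic bases of rk on the opposite strand, rests on control replicate 2, since control replicate 1 had 0 counts. The 4 markers of all hemocytes had a median of 0.03, whose direction changed with the scaling, to -0.12 with DESeq2's size factors and -0.16 with library totals. Among these, He was upregulated, with a log2 fold change of 2.25 (standard error 0.24) and 78 exonic bases overlapped by NimB5, and Col4a1 was downregulated. When camera estimated the inter-gene correlation from the data, none of the 18 sets passed, with 0 sets at an unadjusted p under 0.05 and a lowest p of 0.0507 (limma). From the rise of PPO3, a gene expressed in lamellocytes, and the fall of PPO1 and PPO2, genes restricted to crystal cells, the paper proposes that the expression data go with the increase in lamellocyte differentiation it observed.

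**Figure D2:**
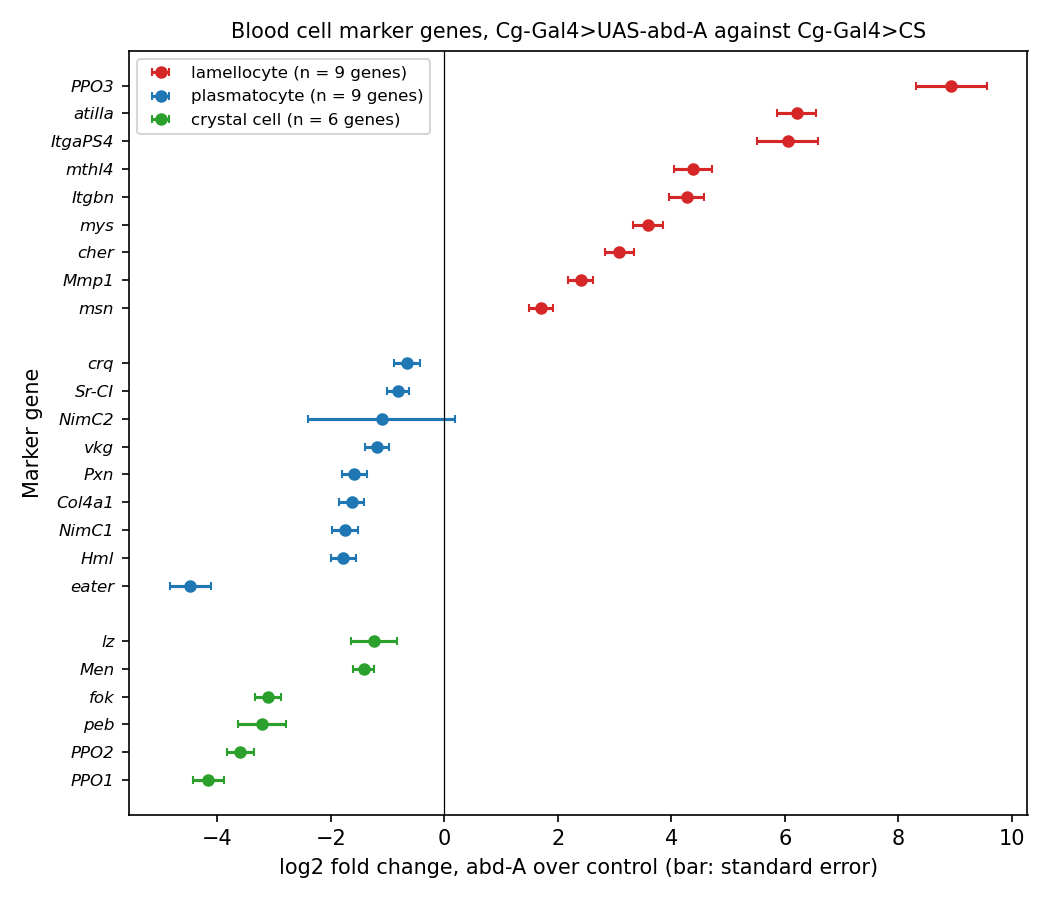
Log2 fold change, abd-A over control, of marker genes of lamellocytes (9 genes), plasmatocytes (9 genes) and crystal cells (6 genes), with the standard error as bars. NimC3, a plasmatocyte marker with 0 counts in all 3 abd-A libraries and 814 exonic bases overlapped by asRNA:CR44849 on the opposite strand, is not drawn. All lamellocyte markers lie above 0, from 1.70 for msn to 8.94 for PPO3, and all crystal cell markers below 0.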

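The Hox gene lab (FBgn0002522, chromosome 3R, 6661427 to 6678590) had 9 and 8 counts in the control libraries and 0 counts in each of the 3 abd-A libraries. In the controls this was 4.64 ± 2.18 CPM (SD, n = 2), and lab was at least 6.55-fold lower with abd-A when the limit of detection is set to 3 counts. The adjusted p of 0.0648 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment did not pass 0.05. It ranged from 0.00865 with limma-voom to 0.352 over the alternatives in which lab was tested.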

Interestingly, the Hox gene *labial* was downregulated 0.008 times, implying that this Hox gene is natively expressed in hemocytes.

## Discussion

Homeotic genes or Hox genes determine the cell identity across the anterior–posterior body axis early during development, a function that is conserved across all bilaterians. The later functions played by these genes, however, are less well studied. Several reports indicate that they play a variety of non-homeotic functions later in development. Our lab has shown that *abd-A*, one of the three Hox genes of the bithorax complex of *Drosophila,* acts as a growth promoter in Histoblast Nest Cells^88^. We show this to be a normal additional function of *abd-A* which involved adult cuticle formation during pupation. In the present study, we tested four Hox genes of *Drosophila* by ectopically expressing them in the blood cells and show that they are capable of inducing melanized bodies in circulation. These melanotic spots appear only when expressed in the lymph gland and circulating blood cells. The ectopic expression of the Hox genes also triggers cell proliferation. The cells appear to divide in a cell-autonomous manner, which is reflected in the detection of PH3+ cells in circulation. The presence of *myospheroid* positive elongated cells, seen in circulation, also suggests that Hox overexpression leads to the differentiation of the circulating blood cells into lamellocytes. Overexpression of *abd-A* shows a relatively stronger phenotype while *Abd-B* overexpression does not. It supports an earlier finding in which we observed a non-homeotic growth promoter role of *abd-A* but not of *Abd-B* during the formation of the adult cuticle during pupations^88^. However, as the Hox genes were expressed from UAS lines that were not inserted within the same locus, variations in the tumor penetrance that we obtained may be due to differences in the level of expression between the genes as opposed to the leukemogenicity of the individual genes.

The fact that the cells appear to be phenotypically confined to and do not induce cell fates outside of hemocytes, implies that expression of these genes works in tandem with, and above the specific program of the cell types. It is known from previous studies that Hox dysregulation in leukemia is usually concomitant with gain or loss of function mutations in upstream regulators, most commonly in Mixed Lineage Leukemia-1 (MLL-1) fusion proteins^89,90^, or loss of function Enhancer of Zeste Homolog 2 (EZH2) mutations^91^. It has been reported that EZH2 mutations have the lowest number of co-operating mutations to induce leukemogenesis^92^.

Interestingly, we observe polycomb members *Psc* and *Esc* have a role in suppressing melanized pseudo-tumor formation. Both *Psc* and *Esc* mutants rescued the phenotype significantly which suggests that tumor suppressor genes may be their targets for repression. However, while there is evidence that Hox overexpression in vertebrate blood cells do induce leukemia, the modulation of the phenotype by PcG and trxG mutant backgrounds may be due to the differential regulation of immune genes in the overexpression background. As many Hox induced leukemias occur in the background of PcG loss of function and trxG gain of function backgrounds, this may lead to the differential accessibility of the overexpressed transcription factor to immune genes, thus either enhancing or suppressing the phenotype. While PcG and trxG genes are known to function in a complex, results in our lab indicate that they may have functions outside their canonical pathways, which would explain why genes within similar complexes elicit different effects on our overexpression backgrounds^93,94^. However, cannot discount the possibility that the nature of the alleles used in the study contribute to enhancement or suppression displayed in our results, especially since we have not used multiple alleles in each experiment. Taken together, we speculate that Hox gene activation in hemocytes causes cell-autonomous proliferation and differentiation and induces leukemia via aberrant transcription.

Our RNAseq data shows significant upregulation of key signaling proteins. upd2 and 3 levels are involved in hemocyte proliferation in existing tumor models^69^ as well as lamellocyte differentiation in response to parasitoid wasp infection^82^. Aberrant JAK2 signaling has been implicated in vertebrate leukemias^14^. Thus, it is likely that the increased transcription of these two cytokines may be causal to our observed phenotype. Pvf2 is another signaling factor, which when overexpressed leads to hemocyte proliferation^83^. VEGF-C, the human homologue of Pvf2, is involved in signaling implicated in myeloid leukemias^95^. We also observed the upregulation of Spätzle-Processing Enzyme (SPE), the enzyme responsible for activating the Toll ligand Spätzle. Increased levels of SPE may increase Toll signaling within the hemocytes. It has already been demonstrated that constitutively active Toll can lead to hemocyte proliferation and differentiation^86^. Thus, taken together, it is likely that hemocyte proliferation and differentiation induced by abd-A overexpression may be via signaling events involving these genes.

Our results indicate that Hox genes are causal in leukemia, reinforcing previous studies in vertebrate model systems, and extending these findings to *Drosophila*. This also opens the possibility that Hox gene induced leukemias, especially those of the myeloid lineage, can be studied and modelled in *Drosophila,* as the hallmarks of previously studied leukemias are observed, i.e., the increased number of hemocytes, circulating lamellocytes (including plasmatocytes differentiating into lamellocytes) and melanized pseudo tumors. Till date the only known Hox genes to participate in *Drosophila* hematopoiesis are *Antp* which marks in the PSC^43^, and *Ubx* which provides spatial signals for the development of the LG^45^. In vertebrates, Hox genes have been shown to express within progenitor cells and are rapidly switched off during cell maturation. As our overexpression lines perturb both cell number and differentiation, it is possible that multiple *Drosophila* Hox genes are involved in finetuning the precise program of *Drosophila* blood cell development as well. abd-A overexpression leads to the downregulation of labial (Supplementary Table S14), which implies that labial is natively transcribed in some, if not all hemocytes. What role it plays in normal hematopoiesis remains to be studied.

In summary, *Drosophila* the Hox genes *Dfd, Ubx and* particularly *abd-A*, when expressed in blood cells, are leukemogenic. This link of Hox genes to the pseudo-tumor phenotype supports the non-homeotic role of *abd-A* as a growth promoter later during development. The disease phenotype is modified by select PcG/trxG members. This reinforces previous studies in vertebrates that report the mis-regulation of Hox genes in several cancers and implicate epigenetic factors in them. Studying hox induced leukemias in *Drosophila* offers advantages of the fly model in exploring the biology of leukemogenesis to develop novel potential markers and therapeutic options, some of which may be represented within our RNAseq data.

## Materials and methods

### Fly strains and culture

Flies were cultured in standard cornmeal and sucrose agar. The wild-type flies used in this study were Canton-S. Flies were maintained at 25 °C. For all experiments, flies laid eggs for 6 h before being transferred to a fresh vial. Larvae were screened and used for immunohistochemistry at 96–102 h post egg laying, before the onset of metamorphosis. Supplementary Tables S1 and S2 list the fly stocks used in this study.

### Larval screening for percent penetrance and severity of the phenotype

For the over-expression of different Hox genes, the UAS-Gal4 binary system was used. To assess the effect of PcG and trxG members had in modifying the phenotype, heterozygous mutant lines were recombined with the *Cg-Gal4* driver (Supplementary Table S2 for all recombined stocks made in the lab). Confirmation of recombination was based on expression of *w*+ linked with the *Cg-Gal4* transgene and lethality when backcrossed with the mutant line. Recombined mutants with *Cg-Gal4* were maintained over the *CyO-GFP* balancer for GFP screening. Third chromosome mutants were crossed with homozygous *Cg-Gal4* lines and maintained over TM6B for screening via the *Tubby* phenotype. Experimental crosses were set between recombined strains (*Cg-Gal4* with mutant) and *UAS-abd-A* at a density of 12 females and 6 males for each cross. Egg lay was allowed for 6 h and progeny were collected after 96 h post egg lay, at the L3F stage. Screening was done using a stereomicroscope. Penetrance was calculated by calculating the percentage of melanotic pseudo-tumor manifesting larvae. Severity of the phenotype was assessed visually. One-way ANOVA (Dunnett's multiple comparisons) was performed to test the significance.

### Pupal lethality count

To assess the pupal lethality, larvae were allowed to develop into pupae and were observed beyond 10 days post egg lay. Eclosed progenies were considered as survivors. Dead pupae were counted manually.

For heterozygous mutant experimental pupae, larvae were first screened to confirm the presence of the *Cg-Gal4* driven expression of *UAS-abd-A* and the presence of the mutation before being transferred to fresh vials. Second chromosome mutants were confirmed by selecting non-GFP larvae while third chromosome mutations were *Tb*^+^.

### Immunostaining and cell quantification

For staining proliferative cells we made use the M -phase marker, Anti-Phosphohistone 3 at serine 10, from Upstate (cat# 07-212, 1 ng/μL). For confirming the presence of lamellocytes, we used anti-myospheroid (DSHB #CF.6G11, 27 pg/μL). Blood cells were prepared using an established protocol^65^. Blood cells numbers were quantified using a modified version of the protocol by Petraki et al.^64^. Larvae were dissected in 4 mm wells, their hemolymph allowed to settle down, before being fixed with 1% formaldehyde and stained with DAPI. Each well was scanned using an Olympus IX83 at 20X, with 32 images stitched. Cells were quantified using CellProfiler by counting individual nuclei. Significance was tested using an unpaired t-test with Welch's correction between control and overexpression genotypes.

### Visualization of lymph glands in larvae over expressing Hox genes and Quantification of relative GFP levels

Larvae were grown as described above. Virgin *HmlD3-Gal4, UAS-GFP,* flies were used to drive the expression of the individual Hox genes. *Cg-Gal4, HmlD3-Gal4, He-Gal4* and *Lsp2-Gal4* lines were crossed with *UAS-mcd8*-*GFP* lines Larvae were harvested and visualized under a Zeiss Axiozoom.V16 for GFP. For comparison between *He-Gal4, HmlD3-Gal4* and *cg-Gal4,* whole larval maximum intensities of *He-Gal4* and *HmlD3-Gal4* were compared with regions devoid of the fatbody in *cg-Gal4*. For comparison between ***cg-Gal4*** and *Lsp2-Gal4,* hole larval maximum intensities were compared.

### RNA isolation, sequencing and data processing

RNA profiles were compared between Cg-Gal4 > CS and Cg-Gal4 > UAS-abd-A larvae. Larvae were dissected in 4 mm wells with 20 uL PBS. After each dissection, the hemolymph and PBS were transferred into a microfuge tube on ice. The hemolymph of 20 larvae was thus collected, pelleted and resuspended in 20 uL of TRIzol.

500 ng of total RNA was utilized for mRNA isolation, fragmentation and priming. First strand synthesis was carried out in the presence of Actinomycin D followed by second strand synthesis. The obtained double stranded cDNA was purified using magnetic beads, end-repaired, adenylated and ligated to Illumina multiplex barcode adapters as per the NEBNext Ultra Directional RNA Library Prep Kit protocol. The adapter ligated cDNA was purified using magnetic beads and was subjected to 12 cycles of Indexing-PCR with the following conditions: 37 °C for 15mins, denaturation at 98 °C for 30 s, 12 cycles of 98 °C for 10 s and 65 °C for 75 s, followed by a final extension of 65 °C for 5 min to enrich the adapter-ligated fragments. The sequencing library thus obtained by PCR was purified with magnetic beads, followed by library quality control checks. The sequencing library was quantified by Qubit fluorometer. An Agilent 2200 TapeStation was used to analyze fragment size distribution. Finally, Kapa Library Quantification Kit was used to quantify the sequencing library by quantitative PCR. Whole genome RNAseq was performed on Illumina NextSeq 500 to obtain paired end libraries of read length 75 X 2 with at least 25 million reads per sample. The raw RNAseq data is available at the NCBI GEO database under the accession number GSE163983.

Raw data obtained from blood tissue was processed using FastQC^96^ to assess sequence quality. The sequence reads were mapped against the fruit fly reference genome (dm6) using the aligner STAR^97^. Read counts were calculated using the htseq-count module of HTSeq^98^. Differential expression was detected between the control and abdA overexpressed samples based on a negative binomial generalized linear model and Wald test for significance testing using DESeq2^99^. Transcripts were deemed as differentially expressed if they crossed a two-fold change (FC) threshold; i.e. upregulated transcripts (F.C. >  = 2) and downregulated transcripts (F.C. < 0.5). Genes identified as differentially regulated were processed for gene ontology enrichment analyses using the enrichGO module of clusterProfiler^100^. A q-value cutoff of 0.05 was used to filter significant biological processes and visualized along with the number of contributing genes.

### Ethical approval and consent for publication

All the authors have consented for publication of this work.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

## Data Availability

Data and material are available on request.

## Abbreviations

PH3: Phospho histone 3 at serine 10
LG: Lymph gland
PcG: Polycomb group of proteins
TrxG: Trithorax group of proteins
PRC1: Polycomb repressive complex 1
PRC2: Polycomb repressive complex 2

# Supplementary material for: Drosophila Hox genes induce melanized pseudo-tumors when misexpressed in hemocytes
**Source:** Sci Rep. 2021 Jan 19;11:1838. doi: 10.1038/s41598-021-81472-5
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Supplementary Table 1:** List of fly strains used in the study

| **Fly strains** | **Description** |
| --- | --- |
| *Pc^1^* | Polycomb, amorphic allele, obtained from Francois Karch lab |
| *Psc^1^* | Posterior sex comb, hypomorphic allele, obtained from Francois Karch lab |
| *Su(z)2^1.a1^* | supressor of zeste, loss of function allele, BDSC |
| *E(z)^731^* | Enhancer of zeste,EMS mutation, BDSC |
| *esc^2^* | extra sex comb,amorphic allele, obtained from Francois Karch lab |
| *Su(z)12^3^* | Supressor of zeste 12,EMS mutation, BDSC |
| *Trl^R85^* | trithorax-like,amorphic allele, obtained from Francois Karch lab |
| *brm2* | brahma 2,amorphic allele, BDSC |
| *Cg-Gal4* | hemocytes and fat body specific driver, BDSC |
| *He-Gal4* | hemocytes specific driver, BDSC |
| *HmlD3-Gal4* | hemocytes specific driver, BDSC |
| *Lsp2-Gal4* | Fat body specific driver, BDSC |
| *UAS-Dfd-HA* | Yacine Graba's Lab |
| *UAS-Ubx-HA* | Yacine Graba's Lab |
| *UAS-abd-A-HA* | Yacine Graba's Lab |
| *UAS-Abd-B-HA* | Yacine Graba's Lab |

**Supplementary Table 2:** List of Gal4 flies stocks in PcG mutant background

| **Stocks** | **Description** |
| --- | --- |
| *Cg-Gal4; Pc^1^/TM6B* | combination of Cg-Gal 4 transgene and Pc^1^ |
| *Cg-Gal4, Psc^1^/CyO-GFP* | recombination between Cg-Gal 4 and Psc^1^ |
| *Cg-Gal4, Su(z)2^1.a1^/CyO-GFP* | recombination between Cg-Gal 4 and Su(z)2^1.a1^ |
| *Cg-Gal4; E(z)^731^/TM6B* | combination of Cg-Gal 4 transgene and E(z)^731^ |
| *Cg-Gal4, esc^2^/CyO-GFP* | recombination between Cg-Gal 4 and esc^2^ |
| *Cg-Gal4; Su(z) 12^3^red^1^e^1^/TM6B* | combination of Cg-Gal 4 transgene and *Su(z) 12^3^* |
| *Cg-Gal4; Trl^R85^/TM6B* | combination of Cg-Gal 4 transgene and *Trl^R85^* |
| *Cg-Gal4; brm^2^/TM6B* | combination of Cg-Gal 4 transgene and *brm^2^* |

**Supplementary Table 3:** Tumor phenotype in Hox gene over-expressed larvae

**Supplementary Table 4:** Pupal lethality in Hox genes over-expression by different drivers

**Supplementary Table 5:** Lamellocytes count in Cg-Gal4 driven Hox genes over-expressed larvae

**Supplementary Table 6:** Lamellocytes count in He-Gal4 driven Hox genes over-expressed larvae

**Supplementary Table 7:** Lamellocytes count in HmlD3-Gal4 driven Hox genes over-expressed larvae

**Supplementary Table 8:** Lamellocytes count in Lsp2-Gal4 driven Hox genes over-expressed larvae

| **Genotype** | **Experiment** | | **Larvae screened** | **Larvae with tumour** | **Penetrance (%)** | **Avg.** | **Std. Dev.** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Cg-Gal4/+ | 1 | 235 | | 0 | 0 | 0 | 0.00 |
|  | 2 | 224 | | 0 | 0 |  |  |
|  | 3 | 222 | | 0 | 0 |  |  |
| Cg-Gal4>UAS-abd-A | 1 | 114 | | 99 | 86.84 | 86.83 | 2.87 |
|  | 2 | 136 | | 122 | 89.7 |  |  |
|  | 3 | 168 | | 141 | 83.96 |  |  |
| Su(z)2^1.a1^, Cg-Gal4>UAS-abd-A | 1 | 183 | | 145 | 79.23 | 80.18 | 4.57 |
|  | 2 | 175 | | 149 | 85.14 |  |  |
|  | 3 | 151 | | 115 | 76.16 |  |  |
| Psc^1^,Cg-Gal4>UAS-abd-A | 1 | 113 | | 20 | 17.70 | 17.93 | 2.93 |
|  | 2 | 119 | | 18 | 15.13 |  |  |
|  | 3 | 124 | | 26 | 20.97 |  |  |
| esc^2^, Cg-Gal4>UAS-abd-A | 1 | 106 | | 16 | 15.09 | 15.18 | 1.59 |
|  | 2 | 113 | | 19 | 16.81 |  |  |
|  | 3 | 88 | | 12 | 13.63 |  |  |
| Cg-Gal4 ; Pc^1^ >UAS-abd-A | 1 | 79 | | 78 | 98.73 | 97.67 | 0.93 |
|  | 2 | 100 | | 97 | 97.00 |  |  |
|  | 3 | 110 | | 107 | 97.27 |  |  |
| Cg-Gal4 ; Su(z)12^3^e^1^red^1^ >UAS-abd-A | 1 | 60 | | 59 | 98.33 | 99.44 | 0.96 |
|  | 2 | 68 | | 68 | 100.00 |  |  |
|  | 3 | 64 | | 64 | 100.00 |  |  |
| Cg-Gal4 ; E(z)^731^  >UAS-abd-A | 1 | 114 | | 108 | 94.74 | 93.86 | 2.79 |
|  | 2 | 103 | | 99 | 96.12 |  |  |
|  | 3 | 108 | | 98 | 90.74 |  |  |
| Cg-Gal4 ; brm^2^ >UAS-abd-A | 1 | 125 | | 124 | 99.20 | 97.96 | 1.97 |
|  | 2 | 116 | | 111 | 95.69 |  |  |
|  | 3 | 98 | | 97 | 98.98 |  |  |
| Cg-Gal4 ; Trl^R85^ >UAS-abd-A | 1 | 104 | | 81 | 77.88 | 76.97 | 8.84 |
|  | 2 | 96 | | 65 | 67.71 |  |  |
|  | 3 | 109 | | 93 | 85.32 |  |  |

**Supplementary Table 9:** Effect of PcG and trxG proteins mutations on tumor phenotype

**Supplementary Table 10:** Pupal lethality in abd-A over-expression in background of PcG and trxG mutants.

| **Genotype** | **Experiment** | **Total pupae** | **Dead pupae** | **Lethality (%)** | **Avg.** | **Std. Dev.** |
| --- | --- | --- | --- | --- | --- | --- |
| Cg-Gal4/+ | 1 | 50 | 0 | 0.00 | 0 | 0.00 |
|  | 2 | 50 | 0 | 0.00 |  |  |
|  | 3 | 50 | 0 | 0.00 |  |  |
| Cg-Gal4>UAS-abd-A | 1 | 43 | 42 | 97.67 | 99 | 1.34 |
|  | 2 | 48 | 48 | 100.00 |  |  |
|  | 3 | 25 | 25 | 100.00 |  |  |
| Su(z)2^1.a1^,Cg-Gal4>UAS-abd-A | 1 | 24 | 23 | 95.83 | 95 | 1.57 |
|  | 2 | 31 | 29 | 93.55 |  |  |
|  | 3 | 29 | 28 | 96.55 |  |  |
| Psc^1^, Cg-Gal4>UAS-abd-A | 1 | 36 | 16 | 44.44 | 47 | 2.79 |
|  | 2 | 32 | 15 | 46.88 |  |  |
|  | 3 | 38 | 19 | 50.00 |  |  |
| esc^2^, Cg-Gal4>UAS-abd-A | 1 | 17 | 13 | 76.47 | 66 | 8.65 |
|  | 2 | 18 | 11 | 61.11 |  |  |
|  | 3 | 21 | 13 | 61.90 |  |  |
| Cg-Gal4 ; Pc^1^>UAS-abd-A | 1 | 42 | 42 | 100.00 | 100 | 0.00 |
|  | 2 | 23 | 23 | 100.00 |  |  |
|  | 3 | 21 | 21 | 100.00 |  |  |
| Cg-Gal4 ;Su(z)12^3^e^1^red^1^ >UAS-abd-A | 1 | 40 | 40 | 100.00 | 100 | 0.00 |
|  | 2 | 43 | 43 | 100.00 |  |  |
|  | 3 | 45 | 45 | 100.00 |  |  |
| Cg-Gal4; E(z)^731^ >UAS-abd-A | 1 | 32 | 31 | 96.88 | 98 | 1.62 |
|  | 2 | 44 | 43 | 97.73 |  |  |
|  | 3 | 23 | 23 | 100.00 |  |  |
| Cg-Gal4 ; brm^2^>UAS-abd-A | 1 | 24 | 21 | 87.50 | 89 | 1.28 |
|  | 2 | 17 | 15 | 88.24 |  |  |
|  | 3 | 30 | 27 | 90.00 |  |  |
| Cg-Gal4; Trl^R85^>UAS-abd-A | 1 | 34 | 28 | 82.35 | 79 | 3.30 |
|  | 2 | 29 | 23 | 79.31 |  |  |
|  | 3 | 33 | 25 | 75.76 |  |  |

**Supplementary table 11A) Relative hemocyte specific GFP levels when *Hml-Gal4, He gal4* and *cg-Gal4* are used to drive the expression of *UAS-mcd8-GFP***

| Hml>gfp | Mean | SD | He>gfp | Mean | SD | cg>gfp | Mean | SD |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 2576 | 2630.4 | 370.5513 | 4546 | 5189.5 | 1477.769 | 4418 | 4437.8 | 687.7895 |
| 2771 |  |  | 5019 |  |  | 3334 |  |  |
| 2460 |  |  | 2699 |  |  | 5306 |  |  |
| 2800 |  |  | 8403 |  |  | 5255 |  |  |
| 1896 |  |  | 5325 |  |  | 4128 |  |  |
| 2462 |  |  | 4465 |  |  | 4603 |  |  |
| 2893 |  |  | 4297 |  |  | 3193 |  |  |
| 2885 |  |  | 5841 |  |  | 5006 |  |  |
| 3303 |  |  | 6807 |  |  | 4742 |  |  |
| 2258 |  |  | 4493 |  |  | 4393 |  |  |

**Supplementary table 11B) Relative fat-body expression of GFP when driven by *cg-Gal4* and *Lsp2-Gal4***

| cg>GFP fat body | Mean | SD | Lsp2>GFP fat body | Mean | SD |
| --- | --- | --- | --- | --- | --- |
| 16189 | 15296.9 | 1104.751 | 15383 | 14087.7 | 1940.076 |
| 15271 |  |  | 14753 |  |  |
| 15913 |  |  | 16101 |  |  |
| 14913 |  |  | 13094 |  |  |
| 15395 |  |  | 16216 |  |  |
| 15543 |  |  | 15913 |  |  |
| 15991 |  |  | 13094 |  |  |
| 12279 |  |  | 9752 |  |  |
| 15092 |  |  | 14164 |  |  |
| 16383 |  |  | 12407 |  |  |

**Supplementary table 12: Number of PH3+ hemocytes**

| **cg-Gal4>UAS-abd-A** | **+** | **Pc1** | **Psc1** | **E(Z)731** | **esc2** | **Su(z)123** | **TrlR85** | **brm2** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | 5 | 2 | 3 | 12 | 5 | 10 | 6 | 6 |
|  | 7 | 8 | 5 | 10 | 8 | 13 | 4 | 3 |
|  | 5 | 4 | 6 | 3 | 8 | 4 | 10 | 7 |
|  | 4 | 9 | 9 | 6 | 4 | 2 | 13 | 5 |
|  | 5 | 12 | 8 | 8 | 6 | 7 | 4 | 4 |
|  | 4 | 7 | 1 | 7 | 4 | 8 | 1 | 4 |
|  | 10 | 9 | 4 | 4 | 6 | 12 | 12 | 8 |
|  | 13 | 10 | 2 | 6 | 2 | 6 | 5 | 5 |
|  | 9 | 6 | 8 | 3 | 7 | 14 | 8 | 10 |
|  | 8 | 14 | 10 | 2 | 4 | 5 | 7 | 4 |
|  | 7 | 13 | 7 | 9 | 12 | 1 | 5 | 3 |
|  | 8 | 9 | 12 | 11 | 6 | 6 | 8 | 7 |
| Average | 7.08333 | 8.58333 | 6.25 | 6.75 | 6 | 7.3333 | 6.9166 | 5.5 |
| SD | 2.5967 | 3.3778 | 3.21778 | 3.19178 | 2.48327 | 4.02768 | 3.35306 | 2.06155 |

# Supplementary material for: Drosophila Hox genes induce melanized pseudo-tumors when misexpressed in hemocytes
**Source:** Sci Rep. 2021 Jan 19;11:1838. doi: 10.1038/s41598-021-81472-5
**Supplement:** Supplementary file 4 — Supplementary Information 4.

***Drosophila* Hox genes induce melanized pseudo-tumors when misexpressed  
in hemocytes**

Titus Ponrathnam, Ravina Saini, Sofia Banu and Rakesh K Mishra\*

**Supplementary Figures**

Supplementary Figure 1A

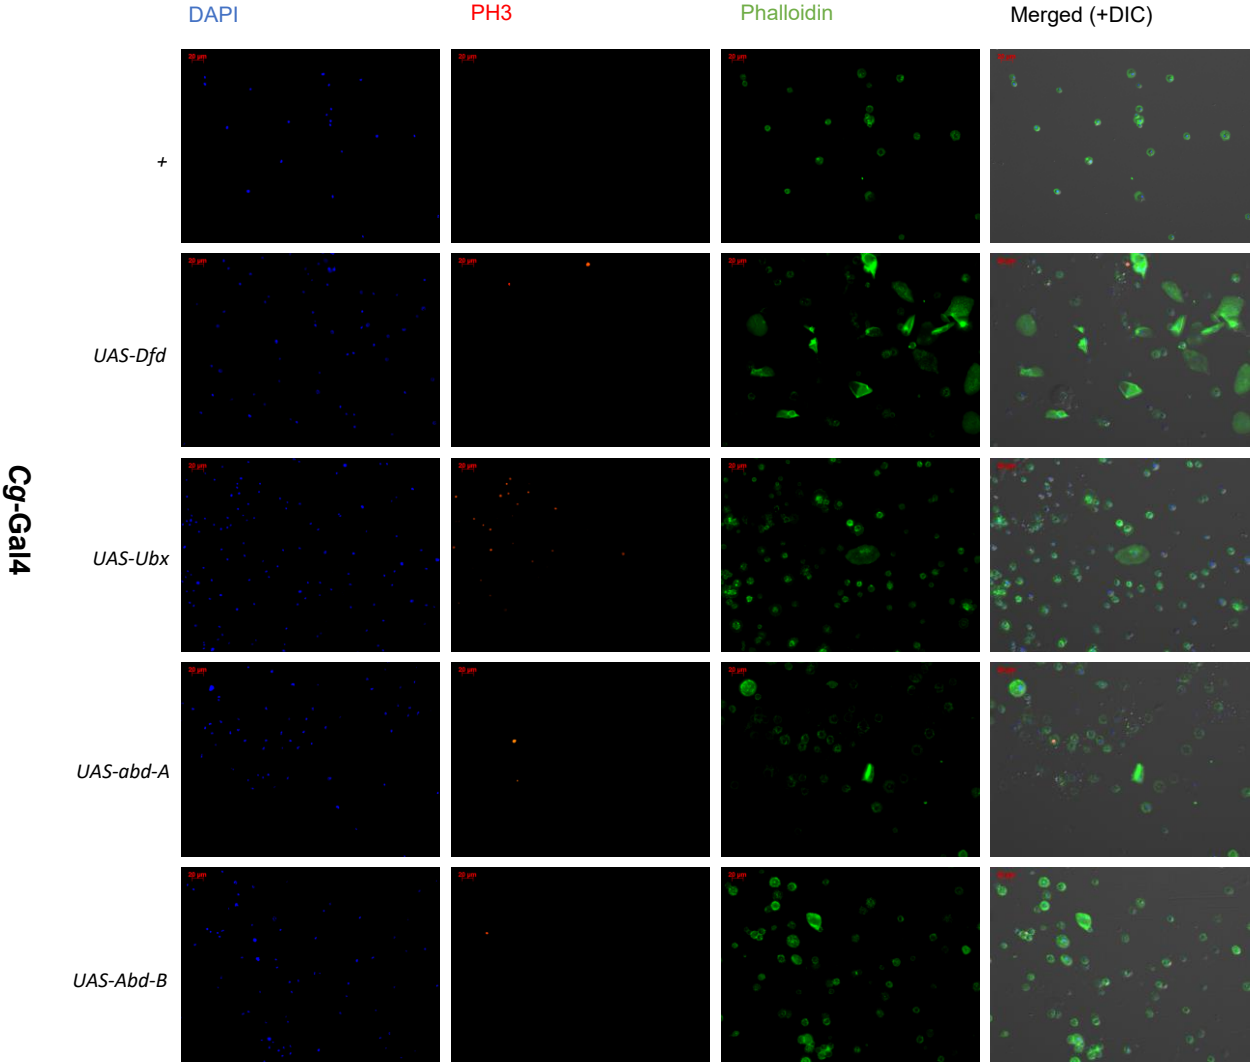

**Supplementary Figure 1:** PH3 Staining of circulating blood cells. Hox genes induce cell autonomous proliferation when expressed under the drivers (A) *cg-Gal4*, (B) *He-Gal4*, (C) *Hml-Gal4*, but not when expressed in the fatbody under *Lsp2-Gal4* (D)

Supplementary Figure 1B

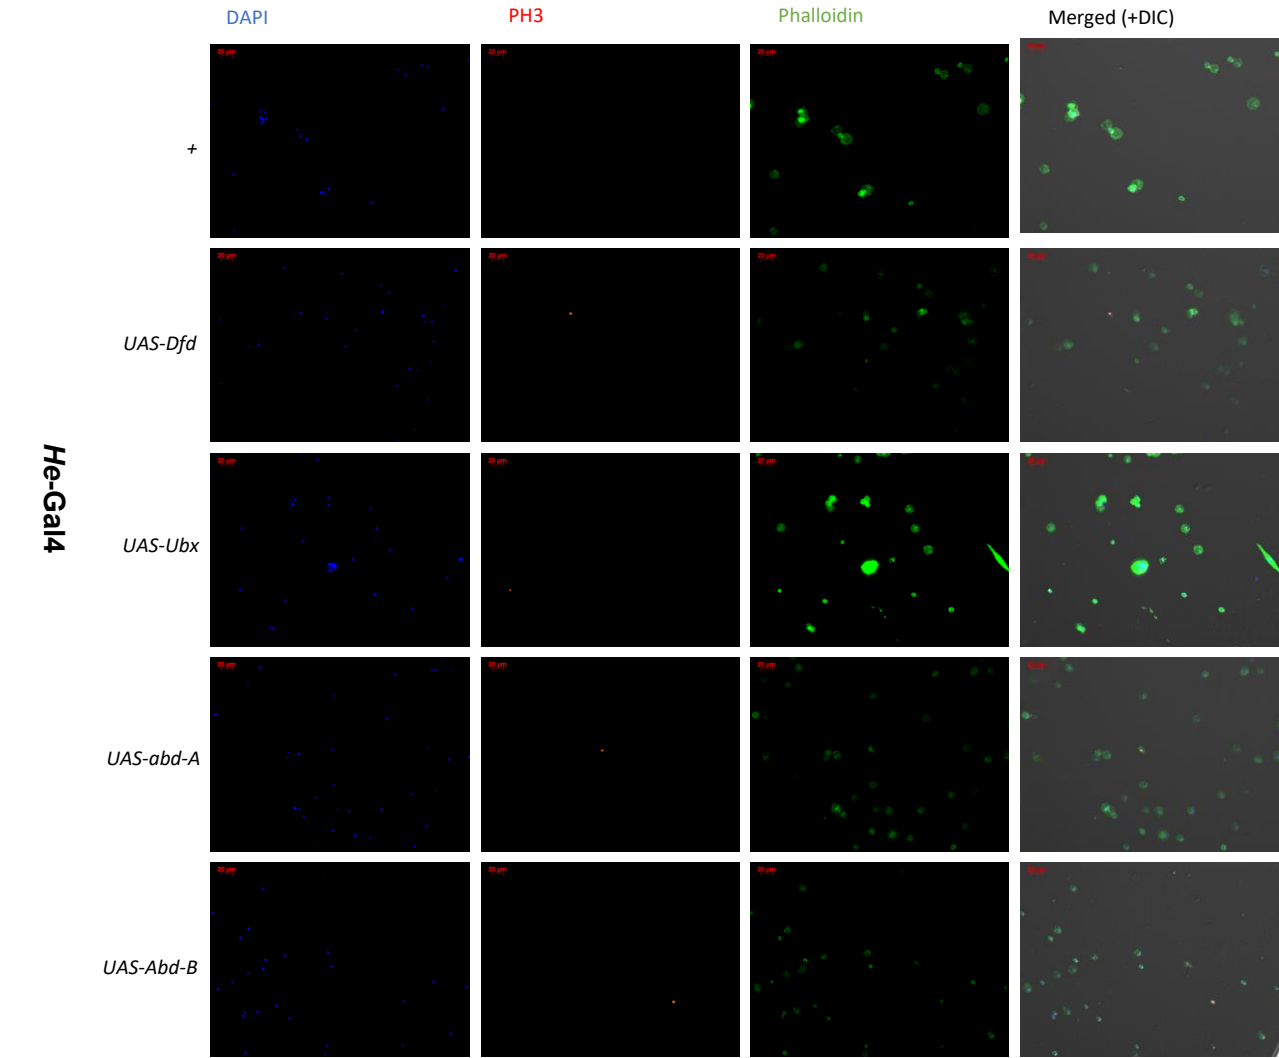

Supplementary Figure 1C

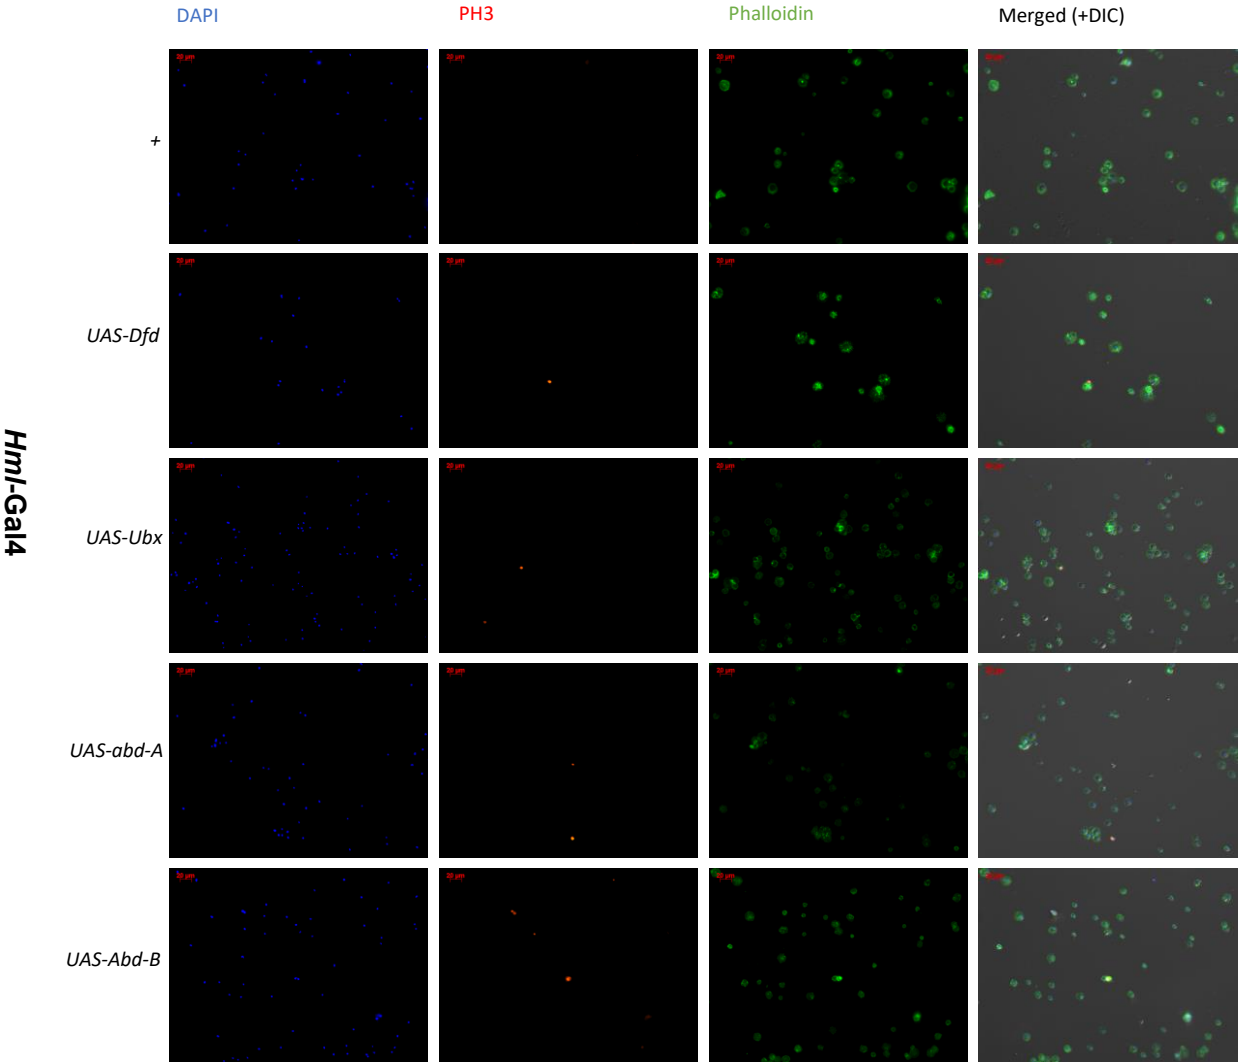

Supplementary Figure 1D

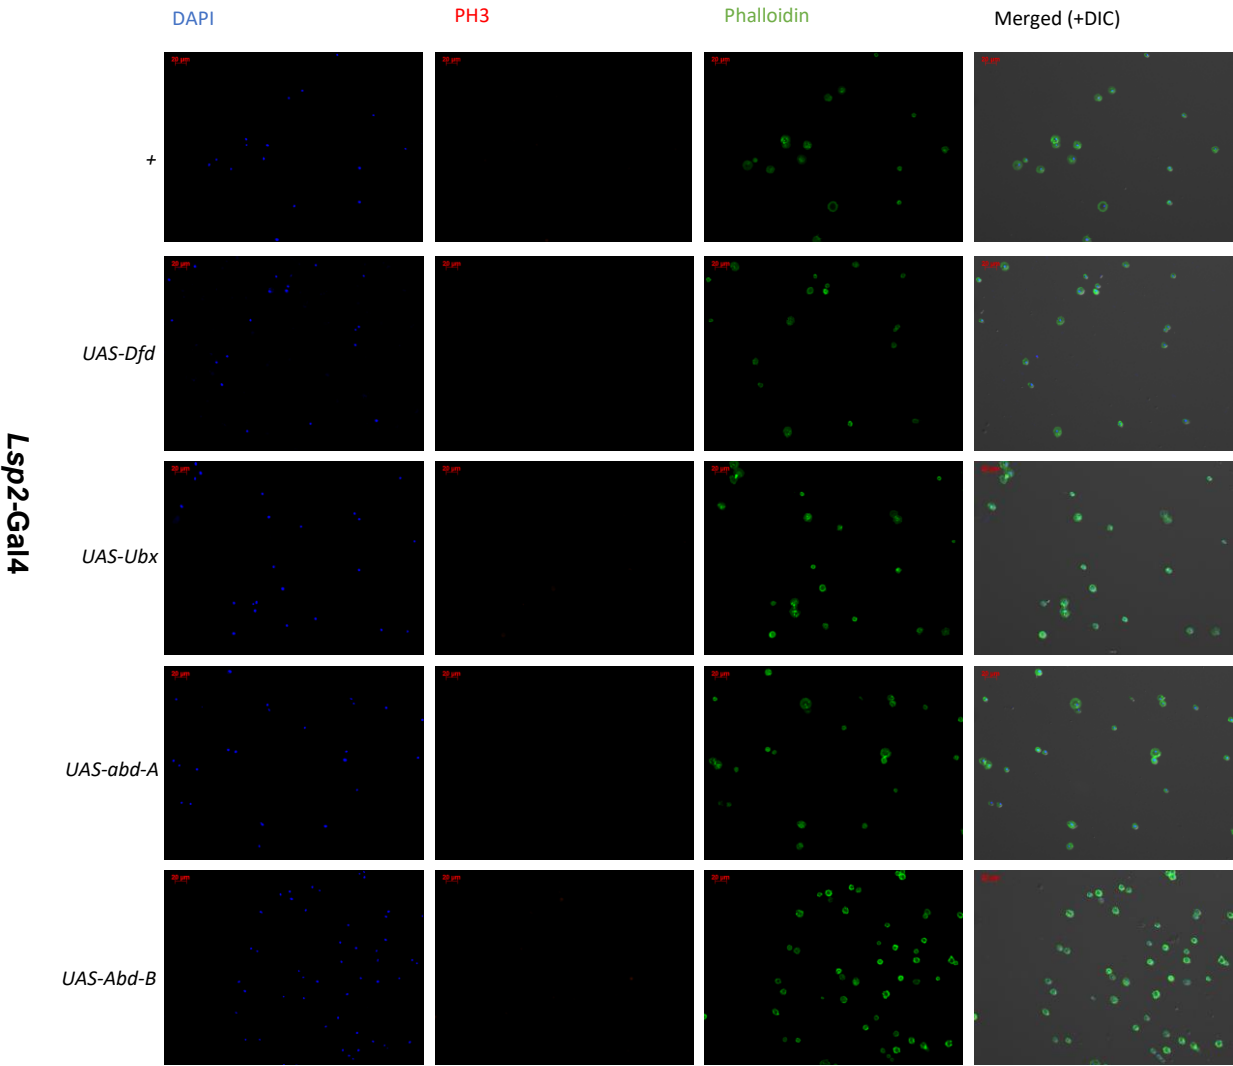

Supplementary figure :2A

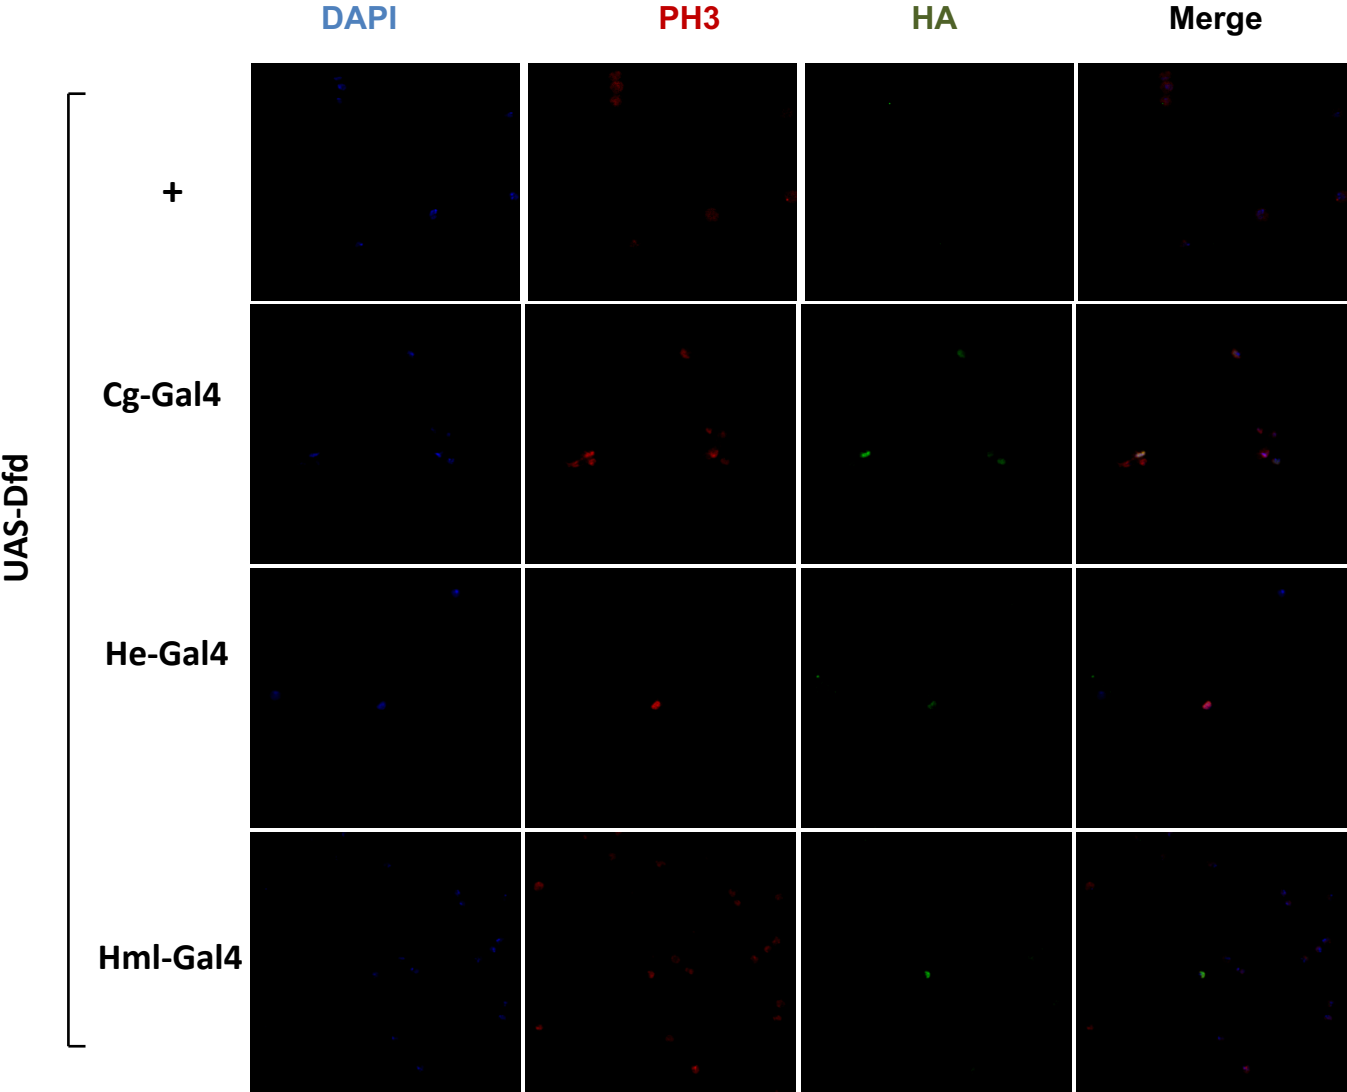

**Supplementary figure 2** : Anti-HA staining for Hox over-expression and PH3 co-localization of circulating blood cell. Different Hox genes (A) UAS-DFd, (B) UAS-Ubx (C) UAS-abdA and (D) UAS-AbdB are stained with anti-HA (green) . PH3 (red) and DAPI (blue).

Supplementary figure :2B

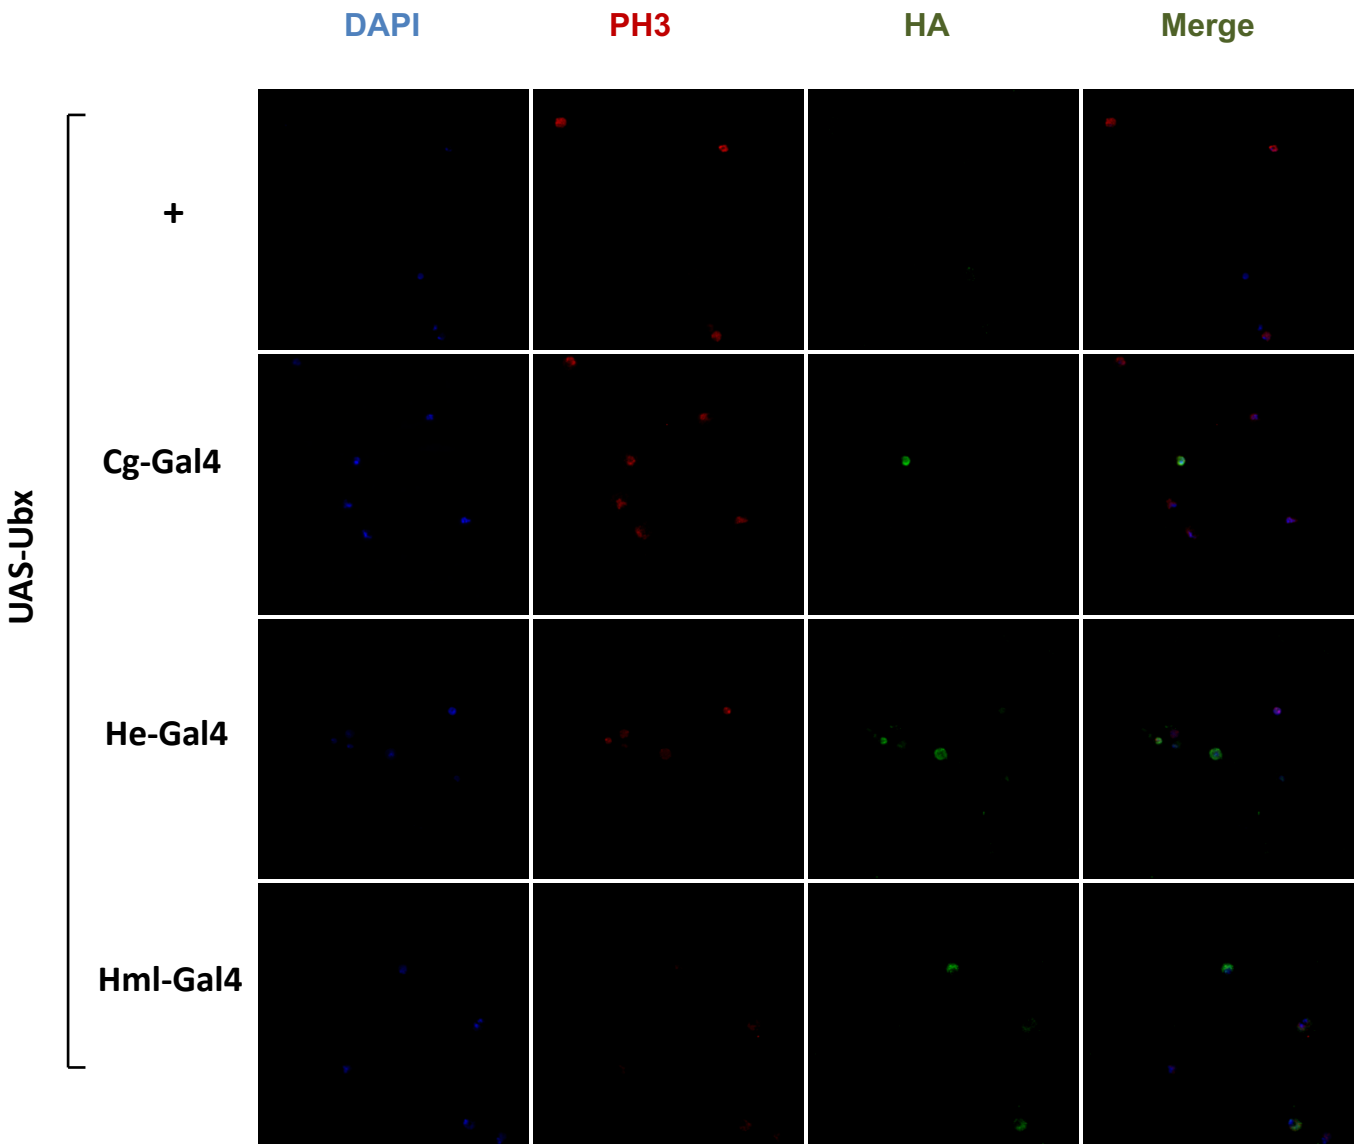

Supplementary figure :2C

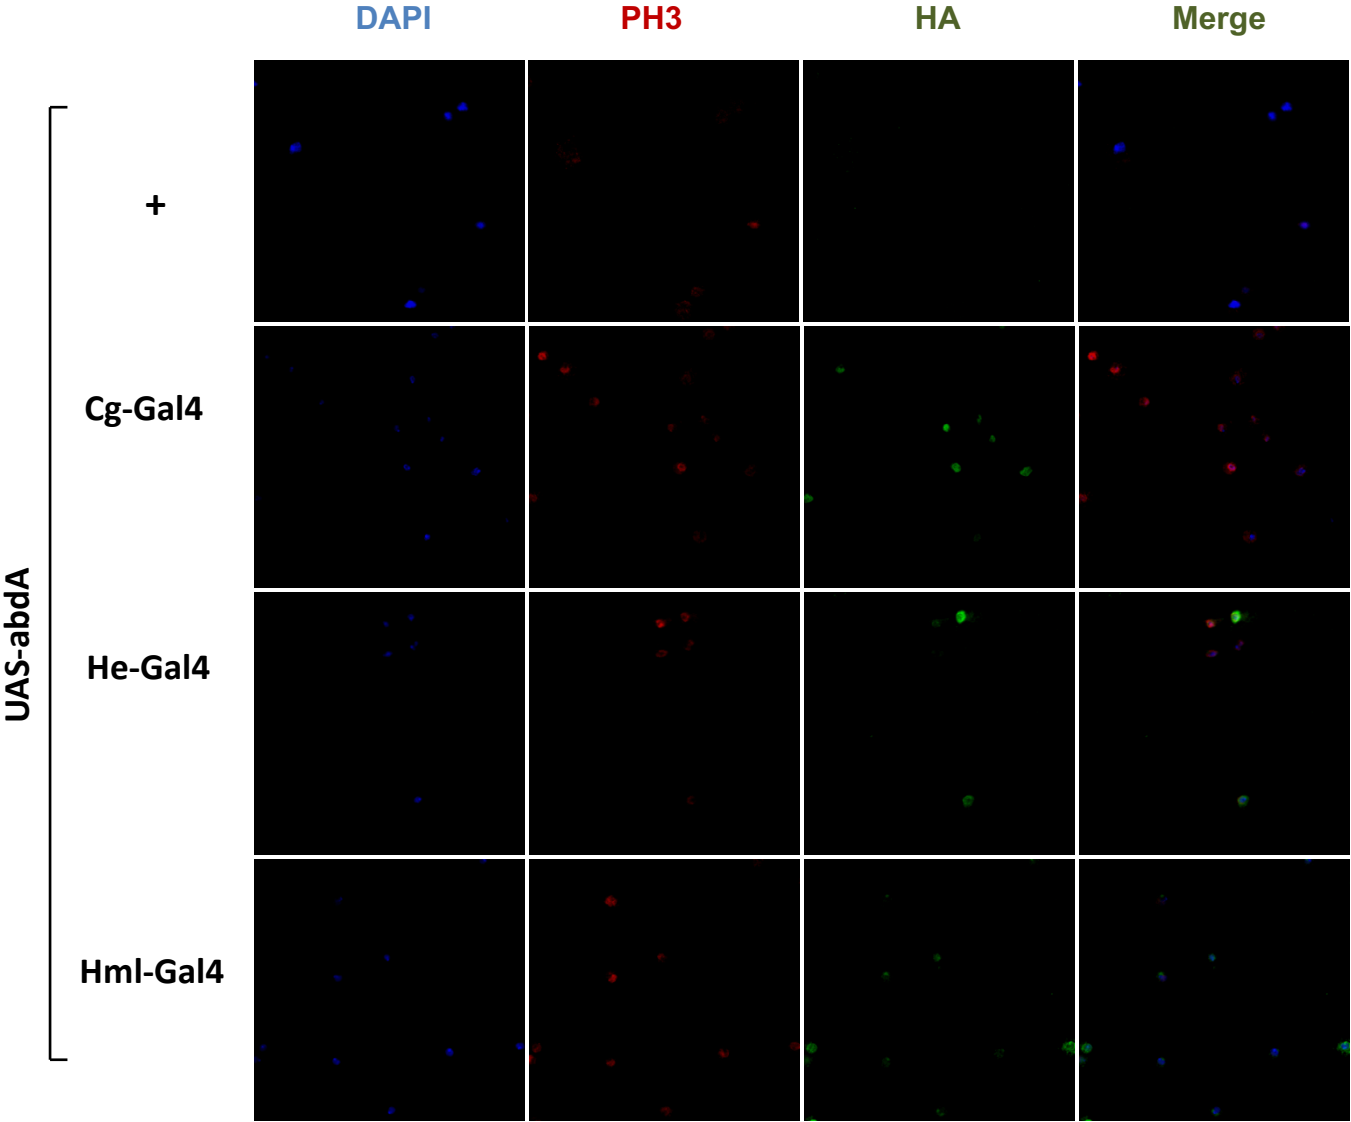

Supplementary figure :2D

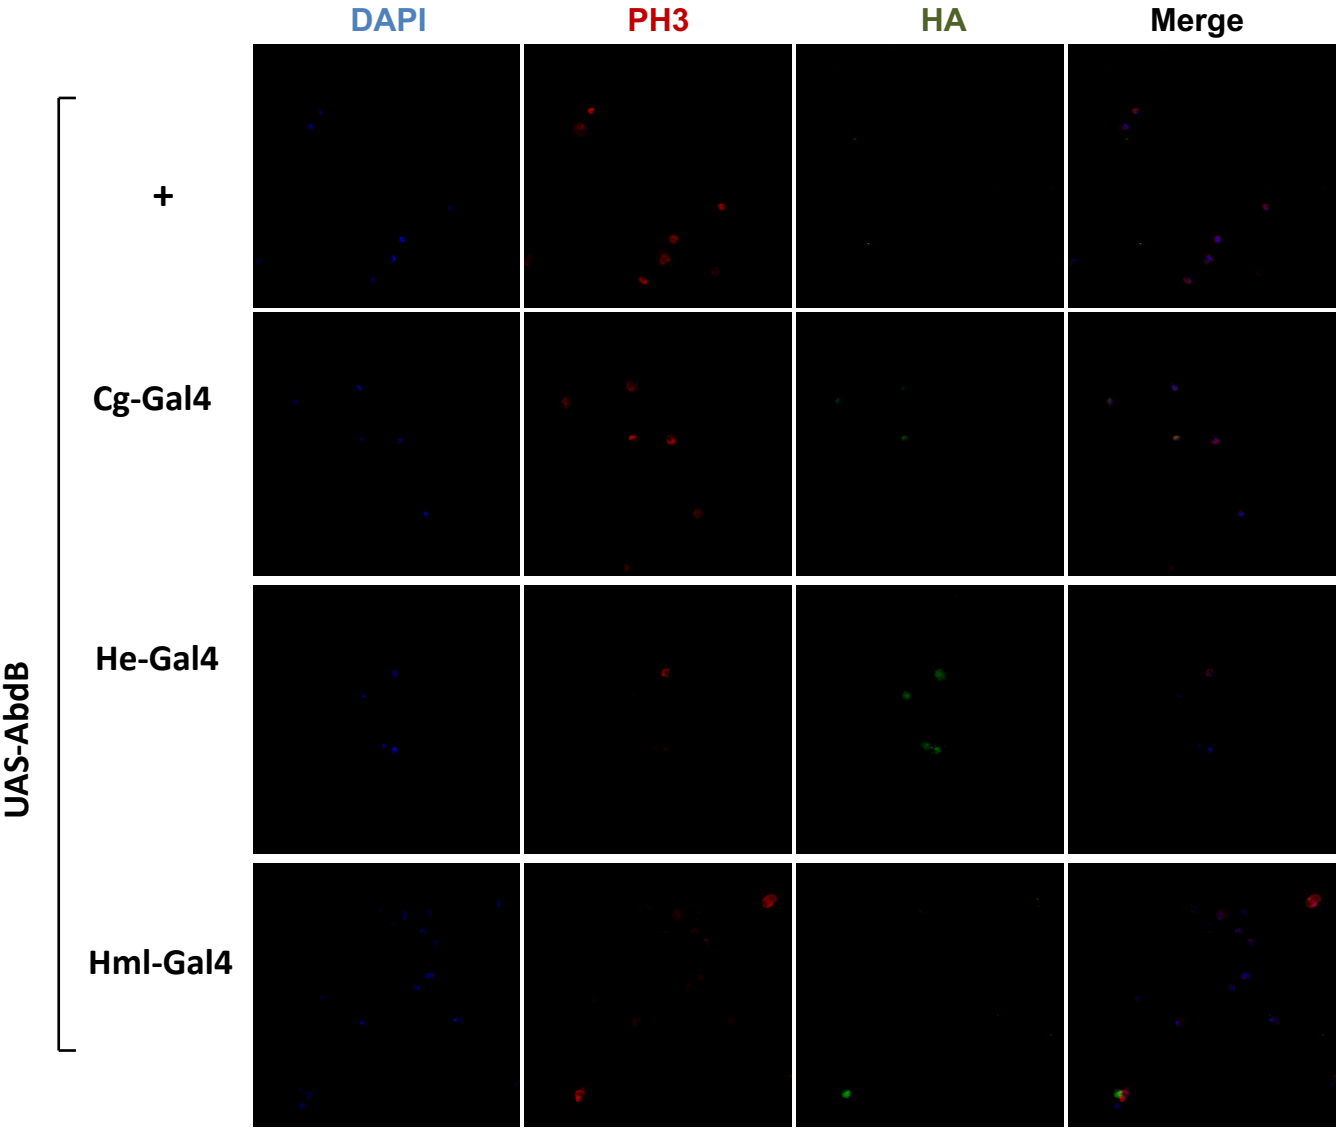

Supplementary figure :3A

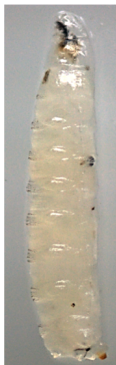

Larva with Small melanized body

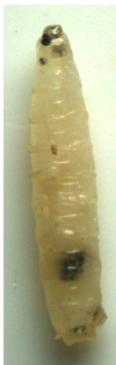

Larva with large melanized body

Supplementary figure :3B

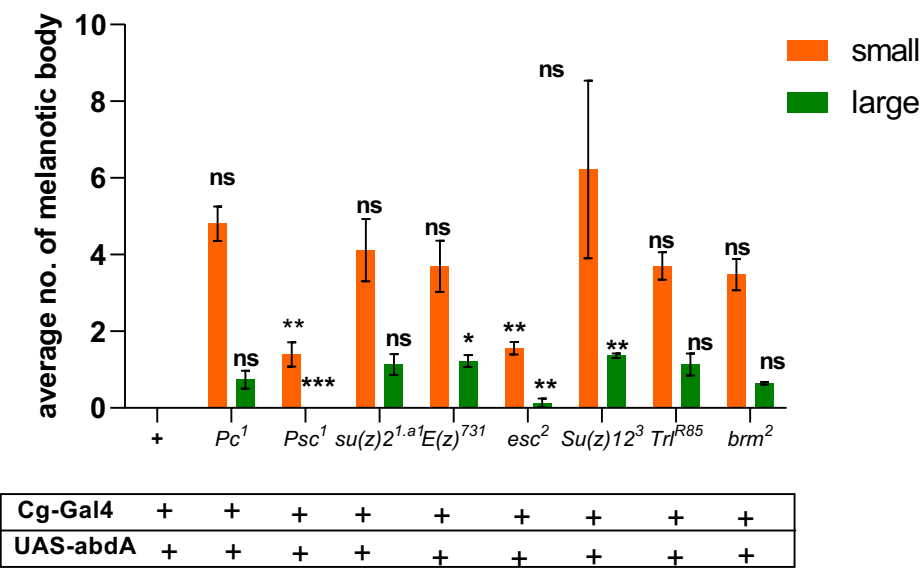

**Supplementary figure 3** : Severity of the melanized pseudo-tumor phenotype in PcG and trxG mutant background. Small and large tumors were counted in phenotype showing individuals. (A) larvae with small and large tumors.

Supplementary figure :4A

Blood - abdA overexpression vs Control

| Regulation    | Genes |
|---------------|-------|
| Upregulated   | 444   |
| Downregulated | 2290  |

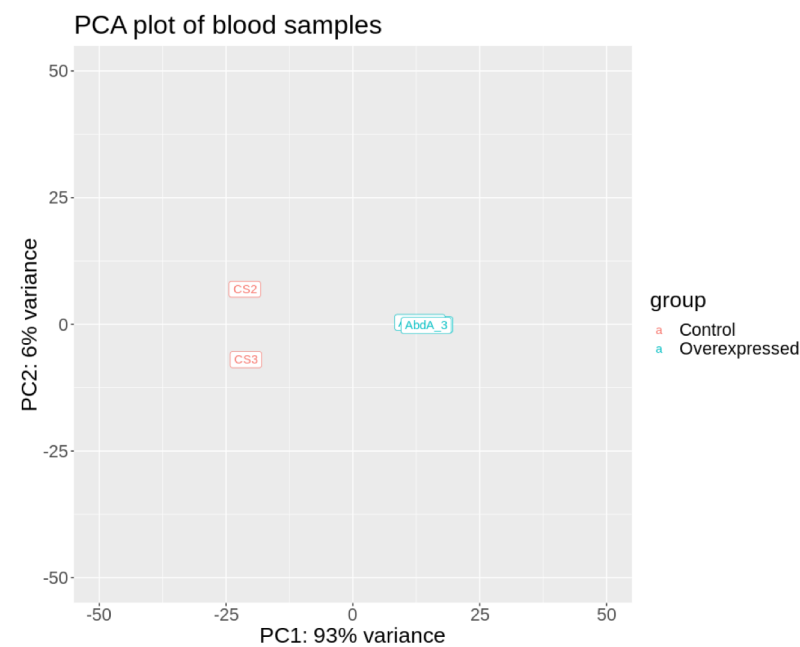

**Supplementary Figure 4.** a) PCA plot of the RNA seq replicates  
b) Gene ontology distribution of upregulated genes  
c) Gene Ontology distribution of downregulated genes.

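In a principal component analysis of variance-stabilized counts of the 500 most variable genes, the first component held 92.2% of the variance and the second 6.04%. On the first component the control libraries lay at -37.1 and -33.8, and the abd-A libraries at 24.6, 22.2 and 24.1. The second component separated control replicate 1, at 11.4, from control replicate 2, at -12.0, and the abd-A libraries lay between -0.129 and 0.414. With all genes tested in place of the most variable, the first component held 75.4%, the setting that moved it most.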

Supplementary figure :4B

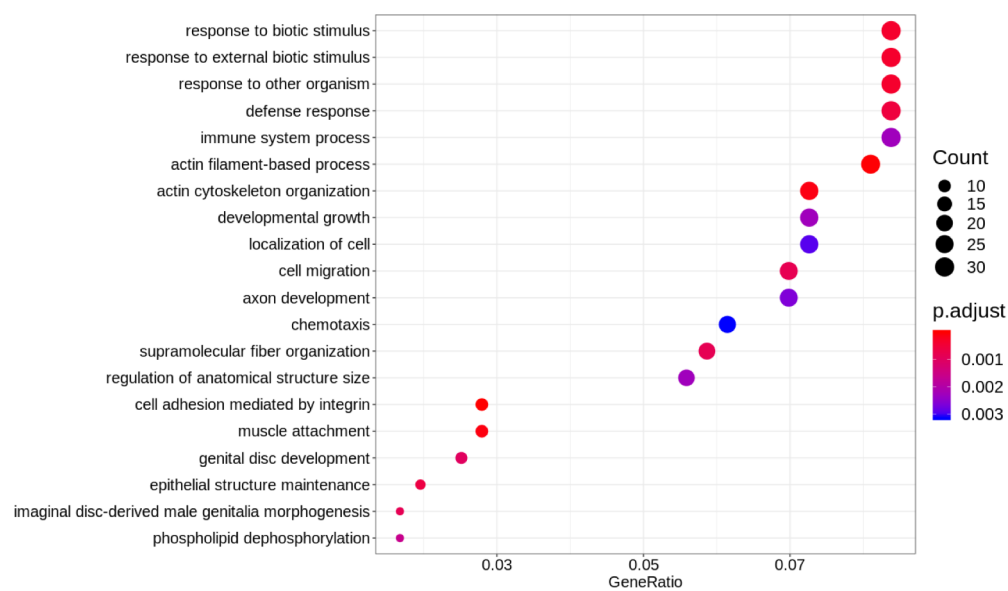

Gene Ontology enrichment - Upregulated genes - Blood

Supplementary figure :4C

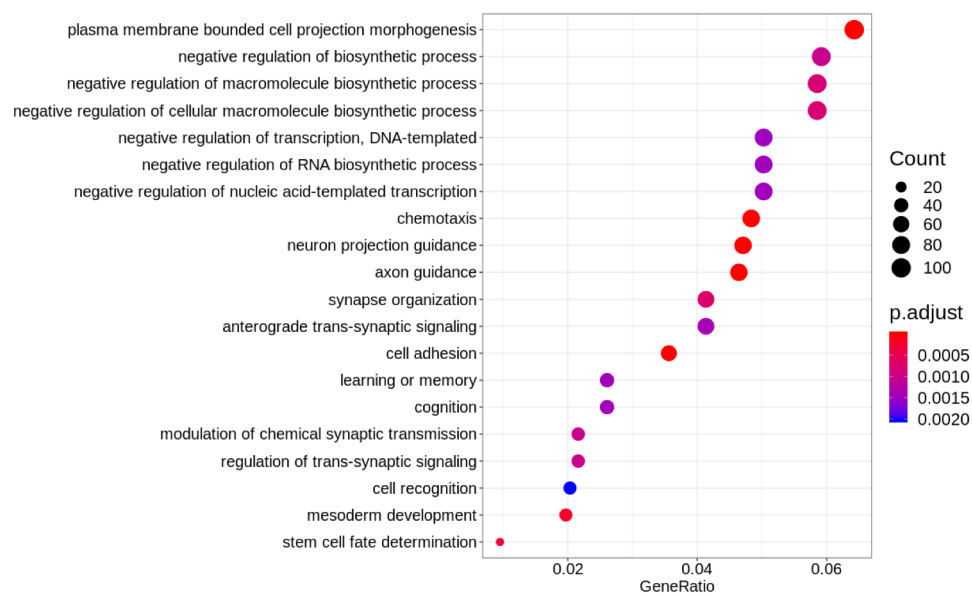

Gene Ontology enrichment - Downregulated genes  
- Blood

How the deposited data were processed for this re-analysis (not part of the article)

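Hemolymph RNA of Cg-Gal4>CS larvae (2 libraries) and Cg-Gal4>UAS-abd-A larvae (3 libraries) was compared, with 20 larvae in each pool. The authors checked reads with FastQC, mapped them to dm6 with STAR and counted them on genes with htseq-count, and the deposited table holds raw counts per gene and library with no normalization. The text of the paper does not name the gene annotation release, the strand setting or the counting mode. Conditions and replicate numbers were taken from the sample labels. All 5 columns of the table were used.

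Gene symbols and coordinates came from an Ensembl annotation in dm6 coordinates, which matched 17710 of the 17807 gene identifiers. Genes were kept when their counts summed to at least 10 over the 5 libraries. Counts were normalized with TMM and tested with edgeR 4.0.16 (quasi-likelihood F-test) in R 4.3.3, with all libraries in 1 fit, no covariate and Benjamini-Hochberg adjustment over 11624 genes. A gene was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. The standard error was derived from the fold change and the F statistic. Values per library are TMM-normalized CPM, which are counts scaled to the size of the library. Counts of 3 or less were treated as the floor, and a fold change against a group whose libraries are all at or under it was computed against the floor and is a lower bound. Intervals and floors cover counting error only, since reads of amplified libraries without molecular identifiers are not independent molecules.

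Marker gene sets of cell types, pathways and tissues were written before the data were examined, 244 names of which 5 matched no gene, and were tested with limma 3.58.1 (camera, inter-gene correlation 0.01). Set tests were run for 18 sets. The 5 families of biosynthesis genes were defined by gene symbol after the data had been read, before their values were looked at. Principal components were computed on counts stabilized with DESeq2 1.42.0 (blind), with the 500 most variable genes. Overlaps were taken between exons of genes on opposite strands. Tables and tests of sets of genes were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

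The genes named in the text are all genes that the paper's RNA-seq section names, the other Hox genes, ligands and receptors of the pathways it discusses, the genes of the marker sets and of the 3 immune terms, and in each direction the 5 genes with the largest log2 fold change. These last had to be past both thresholds, to have groups that do not overlap and to have a mean of at least 100 counts in the higher group. Genes at the floor were ranked by their fitted log2 fold change.

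The fit was tested on simulated counts drawn from the means and totals of the libraries, with 200 changed genes among 11183 tested. Of 100 genes changed 4-fold, 62% were recovered, and of 100 changed 16-fold, 83%, with 7 false calls. Of 50 random sets of simulated genes, 3 had a camera p under 0.05. Simulated genes were drawn independently and with the same spread in both groups. The simulation therefore cannot test camera where genes of a set vary together, nor the fit where controls differ more than abd-A libraries.

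Alternatives were DESeq2's size factors, upper-quartile normalization, library totals, TMM without the 20 most abundant genes, other count filters, the DESeq2 Wald test with and without shrinkage, limma-voom, a replicate block, each library left out in turn, glmTreat and other cut-offs. A fit with 1 control library gave values and no calls. Counts halved, counts thinned to the smallest library, the genes without overlap on the opposite strand, and library totals without the 20 most abundant genes were added after the data had been seen. Replicate numbers come from the sample labels, and same-numbered pools hold different animals. The paper's principal component plot numbers the control libraries differently, so pairing by replicate number rests on the labels alone. Enrichment of gene ontology terms was not analysed here, and GC content and strain differences were not tested.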

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

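For the genes in this part, the tests of overlap on the opposite strand and of depth were chosen before their results were seen, and the test with library totals after.

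The 5 genes with the largest increase by the rule set before the data were examined are genes the paper's text does not name, with signal in the abd-A libraries and 0 counts in both controls. CG43175 was at least 46.99-fold higher with abd-A, with 320, 297 and 350 counts. BBS1 was at least 35.99-fold higher, asRNA:CR46269 at least 34.34-fold, Dso1 at least 33.6-fold and CG32198 at least 27.45-fold. CG32198 had 2, 274 and 270 counts in the abd-A libraries, so that abd-A replicate 1 was under the limit of detection, and it was called in 1 of 3 fits that each left out an abd-A library. The other 4 genes were called in 3 of 3 of those fits.

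Among technical explanations, a gene on the other strand applies to 2 of the 5 genes. BBS1 shares 206 exonic bases with Acbp4, which had 0 counts in both controls and 38, 8 and 10 counts with abd-A. asRNA:CR46269 shares 1448 exonic bases with CG7882, which had 0 counts in both controls and 10, 31 and 15 counts with abd-A. The signal of these genes cannot be told apart from transcripts of their partners. No such overlap exists for CG43175, Dso1 and CG32198. The difference in depth does not account for the calls, since 5 of the 5 genes were called after all libraries were thinned to the smallest total. With library totals taken without the 20 most abundant genes, 5 of the 5 genes were called. Reads shared between similar genes were not tested. RNA of other tissues in the abd-A pools was not tested for these genes and remains an explanation for CG32198. The salivary gland markers ng1 (0, 66 and 62 counts) and ng3 (2, 237 and 116 counts) had a similar pattern across the abd-A libraries. Of the 5 salivary gland markers tested, 2 had log2 fold changes below 0. The biological explanation, a response to abd-A or to the change in blood cells, remains a hypothesis for the 3 genes without overlap. Of these 3 genes, Dso1 is listed in the 3 immune terms of the study's supplement and belongs to the set of Toll targets.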

How the results depend on the processing

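The alternatives were set before the data were examined, except the 4 added after seeing the data, which are named as such. Of 606 values of 32 single genes under alternatives, 581 kept their direction and their side of the threshold, 12 fell below it, 5 passed it and 8 values without a test moved by more than 1 SD. These are the 12 genes of the paper's RNA-seq section, the largest changes and a choice of further receptor, Hox and marker genes. In 31 of the 32 genes the direction was the same in every fit, the exception being Pvr, which was not called and had 0.33 without control replicate 2. Among all 234 named genes fitted with each library left out in turn, 22 changed direction, Pvf3 (-1.94 to 0.58) and the markers NimC2 and ush among them, and 1 of the 22, Jon25Biii, was called downregulated. Of 126 values of the marker sets, 108 kept both, 8 became weaker, 6 stronger and 4 reversed.

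The genes tested fell to 6350 with at least 10 counts in every library. Under that filter 911 genes were downregulated, and all of the 5 of the paper's 12 genes and of the 27 immune genes that it kept were called. The filter removed the other 7 genes of the paper, 20 of the 47 immune genes and 829 of the genes downregulated without it, so these were not tested. With the replicate block, 867 genes were upregulated and 831 downregulated, 11 of the 12 genes and 44 immune genes were called, and 12 marker sets passed. Same-numbered libraries did not deviate together, with a correlation of 0.0088 between the differences of replicates 1 and 2 in the 2 groups, and they are different animals. With glmTreat, 501 genes were upregulated and 780 downregulated. With log2 cut-offs of 2 and 0.5, 473 genes were upregulated, since 801 of the 1274 had a log2 fold change of at least 1 and under 2. With the DESeq2 Wald test and these cut-offs, 447 were upregulated and 2305 downregulated. Across the 3 fits that each left out an abd-A library, from 693 to 832 genes were upregulated and from 744 to 868 downregulated. Of the genes called with all libraries, between 688 and 821 were upregulated and between 740 and 842 downregulated in those fits. No call was made with 1 control library. For the other counts of this paragraph, the cause was not tested.

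After seeing the data, genes overlapped on the opposite strand were left out, and 799 genes were upregulated. With library totals without the 20 most abundant genes, an alternative also chosen after seeing the data, 819 genes were upregulated, all among the 1274, and the upregulated share of the calls was 30.0%. The other 2 added settings, halved and thinned counts, gave 1327 and 1014 upregulated genes.

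The first principal component held 75.4% of the variance with all genes tested and 86.7% with TMM-normalized log2 CPM, and from 90.7% to 97.8% with each library left out in turn. With the inter-gene correlation estimated, 0 of 18 marker sets passed, with 0 at an unadjusted p under 0.05. The median of the pan-hemocyte markers reversed to -0.12 with DESeq2's size factors, -0.16 with library totals and -0.0427 with the replicate block, and lay from -0.0613 to 0.0986 across the 3 fits that each left out an abd-A library, below 0 only without abd-A replicate 3. For these changes too, the cause was not tested.

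Depth limits genes with few control counts. In control replicate 1, with 1252969 counts, 3 counts stand for 2.06 CPM, so the folds of abd-A, upd3 and Pvf2, which had 0 counts there, rest on control replicate 2.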

Differences from the paper's values

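The paper's fold change of abd-A is 44, and the value here was 27.9. Of 15 alternatives set before the data were examined, the replicate block came within 1.5 times of it, with 35.1-fold. The fit without control replicate 2 leaves a control with 0 counts and gives only a lower bound, at least 65.4-fold, which lies above the paper's value. The other 13 gave 16.3-fold to 66.8-fold. For atilla the paper gives 117 and the value here was 73.8, which are more than 1.5 times apart but differ by less than the replicate SD on the log2 scale, and the alternatives gave 57.3-fold to 111.9-fold, some of them apart by more than that SD. For mys the paper gives 27 and the value here was 12.1, and none of 16 alternatives closed the gap, with 10.2-fold to 14.4-fold. For PPO3 the paper gives 10 and the value here was 490, and none of 15 alternatives closed the gap, with 308.9-fold to 1922-fold. For PPO2 the paper gives 0.05 and the value here was 0.0826. Within 1.5 times of it were 7 of 16 alternatives, which are DESeq2's size factors, upper-quartile normalization, library totals, at least 10 counts in every library, the DESeq2 Wald test, the replicate block and the fit without abd-A replicate 3. The other 9 gave 0.0756 to 0.0899.

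The paper's number of upregulated genes is 444 against 1274 here, at unlike thresholds. The limit here was a log2 fold change of 1, while the paper's list of these genes starts at 2.00, although its text states a 2-fold change. Of 18 alternatives, 3 came within 1.5 times, which are log2 cut-offs of 2 and 0.5 with 473, glmTreat with 501, and the DESeq2 Wald test with log2 cut-offs of 2 and 0.5 with 447. The other 15 gave 693 to 1483. The paper's number of downregulated genes is 2290 against 1481 here, also at unlike thresholds. The limit here was a log2 fold change of -1, while the part of the paper's list read here has 72 genes above -1 and reaches 0.50. Of 18 alternatives, 11 came within 1.5 times, which are DESeq2's size factors (1696), upper-quartile normalization (1724), library totals (1722), no count filter (1944), filterByExpr (1614), the DESeq2 Wald test without (2165) and with shrinkage (2173), limma-voom (2062), log2 cut-offs of 2 and 0.5 (1546), adjusted p alone (1546) and the DESeq2 Wald test with these cut-offs (2305). The other 7 gave 744 to 1481.

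Of the genes in Supplementary Table S13, 404 were called upregulated here and 40 were not, and of the 1228 genes read from Supplementary Table S14, 813 were called downregulated and 415 were not. The DESeq2 Wald test with log2 cut-offs of 2 and 0.5 called all 444 and all 1228. The lowest log2 fold change in the paper's Supplementary Table S13 is 2.00, and the highest in the part of Supplementary Table S14 read here is 0.50, with 5 genes above 0. The log2 fold changes of the DESeq2 Wald test lay within 5.0e-05 of the paper's tables for 1672 genes.

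For 7 genes, the fold changes in the paper's text also differ from the paper's own tables. Expressed as folds, the tables give 27.2 for abd-A, 117.8 for upd2, 44.5 for upd3, 66.1 for atilla, 10.9 for mys, 453.1 for PPO3 and 0.0745 for PPO2, whereas the text gives 44 for abd-A, 144 for upd2, 66 for upd3, 117 for atilla, 27 for mys, 10 for PPO3 and 0.05 for PPO2. Without decimals, the table values of upd3, atilla, upd2, abd-A and mys are 44, 66, 117, 27 and 10. These are the values that the text gives for abd-A, upd3, atilla, mys and PPO3. The text's 144 for upd2 and 0.05 for PPO2 match none of the table values listed here. However, the text's 0.07 for PPO1 is the table value of PPO2 without its further decimals. PPO1 is not among the table values listed here, but the DESeq2 Wald test gave 0.0506 for PPO1. Without further decimals this is the 0.05 that the text gives for PPO2. For Pvf2 the paper's table gives 45.7 and its text 45, and for lab 0.00834 and 0.008.

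The paper names lab as downregulated, and here it was not called, with an adjusted p of 0.0648 (edgeR quasi-likelihood, Benjamini-Hochberg). The alternatives that called lab were no count filter, filterByExpr, the DESeq2 Wald test with and without shrinkage, and limma-voom. TotA, GILT2 and CG42359 are in the paper's immune terms and were not called here. The DESeq2 Wald test, with and without shrinkage, called all 3, while TotA was called with no count filter, GILT2 and CG42359 with filterByExpr, and CG42359 with limma-voom. The paper describes biosynthetic processes as broadly lower, and the medians of the 5 families of biosynthesis genes here lay between 0.59 and 1.12 on the log2 scale. These are unlike sets of genes. The paper's statement rests on ontology terms of its downregulated genes, which were not analysed here. The families hold only genes for the synthesis of protein and RNA, so their medians do not test that statement.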

Other observations

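The following tests were chosen after the pattern they address had been seen: the density of antisense RNA genes, the share of even counts, the shift between the control pools, the density of fat body, muscle and neuron markers, the ratio to receptor genes in the abd-A libraries and its sum over testis markers, the single dilution, the response of the animals, the fall of roX1 and the library totals without abundant genes. The other tests were chosen before their results were seen.

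Antisense RNA genes held more counts per kilobase than the protein-coding genes they overlap, with a lowest median ratio of 8.01 in control replicate 2, over pairs in which the protein-coding gene had at least 20 counts per kilobase. This is consistent with counting on the strand opposite to the transcript. In a further test, log2 fold changes of 405 pairs of protein-coding genes that overlap on opposite strands had a Spearman rho across genes of 0.414, against 0.0879 for 2702 pairs of neighbours without overlap, a difference of 0.326. Antisense transcripts regulated apart from the gene they overlap would give unrelated fold changes, but rho was 0.667 over 61 pairs. The paper's methods name a directional library kit, and the antisense RNA gene was the denser one in 89.5% to 97.6% of pairs per library. Counting on the opposite strand remains a candidate explanation for both the density and the fold changes. Transcripts that share regulation cannot be excluded for the related fold changes, but shared regulation alone does not account for the higher density. Genes are not independent replicates in these correlations. If counts come from the opposite strand, they may stand for a minor share of the reads of each gene, and overlapping genes may carry the signal of their partner. Shared regulation of overlapping genes was not tested.

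Even counts outnumbered odd counts, with a share of 66.4% to 73.6% even among counts from 2 to 41 in the 5 libraries. The lowest share of 66.4% is consistent with counting each sequenced fragment once per mate. Copies made in amplification, simulated with a geometric number of copies, gave at most 52.7% even counts, so copies of that kind do not account for it. Other distributions of copies were not simulated and are not excluded. If each fragment was counted for both mates, the number of independent observations is lower than the totals. With halved counts, chosen after seeing the data, 1705 genes were downregulated.

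Many genes differed between the groups. After all libraries were thinned to the smallest total, 1441 genes were downregulated and 1014 upregulated, of which 1280 and 996 were among the genes called at full depth, so the difference in depth does not explain most of the calls. Gene length was unrelated to the log2 fold change, with a Spearman rho across genes of -0.00352. With library totals taken without the 20 most abundant genes, 1908 genes were downregulated, against 1722 with full library totals. GC content and differences between the strains were not tested, so the groups' difference cannot be told apart from those. Each condition differs in its cross, and a response to abd-A is the biological hypothesis the design gives.

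Markers of fat body, testis, muscle and neurons were lower in the abd-A libraries, with adjusted p of 0.013, 1.4e-06, 0.00435 and 0.00021 (limma's camera test, Benjamini-Hochberg adjustment over 18 sets) and median log2 fold changes of -6.94, -6.45, -1.86 and -3.71. These are medians of fitted values. At most 3 counts in all libraries of a group were found for 15 of the 21 testis markers, so the size of their median was not measured. Its value is that of ProtA, which was at least 4.55-fold lower. The fat body median is that of Fbp1, which had at most 3 counts in each abd-A library and was at least 20.2-fold lower. The other 7 sets of tissues did not pass. The exceptions under alternatives were imaginal disc, with the replicate block and without abd-A replicate 1, and cuticle and epidermis, with the replicate block. Without these changes to the fit, all medians of the 7 sets except that of salivary gland were below 0. The median log2 fold change was -4.06 for cuticle and epidermis (adjusted p = 0.285), -1.83 for imaginal disc (adjusted p = 0.0611), -1.44 for germline (adjusted p = 0.306) and -1.16 for glia (adjusted p = 0.519, limma's camera test, Benjamini-Hochberg adjustment). It was 1.74 for salivary gland (adjusted p = 0.754), -1.36 for midgut and -0.65 for Malpighian tubule and nephrocyte (adjusted p = 0.786 for both, limma's camera test, Benjamini-Hochberg adjustment). Some of their markers were upregulated, such as Uro with a log2 fold change of 3.95, Irk1, which cnc overlaps by 63 exonic bases on the opposite strand, with 3.26, Jon65Aiv with 3.47 and ng3, which was at least 18.6-fold higher and was called in 1 of the 3 fits that each left out an abd-A library. Of the 4 sets that were lower, the muscle set had 2 upregulated markers, Act88F and Zasp52, with log2 fold changes of 2.99 and 1.24. The neuron set had 1, Syx1A, with 1.57. RNA of particular tissues in the control pools may contribute. Markers of one tissue shifted together between the control pools (permutation p = 0.0001, the smallest that 10000 permutations can give). The median log2 ratio of control replicate 2 to control replicate 1 was 2.89 for fat body, -1.28 for testis, 1.18 for muscle and 0.67 for neurons. Among the sets that did not pass, this ratio ranged from -2.69 for salivary gland to 3.97 for cuticle and epidermis, so such shifts were not particular to the lower sets. Genomic DNA would give all genes a similar density. Against odorant, gustatory and ionotropic receptor genes, the median counts per kilobase were 15.2 and 252.9 times as high for fat body markers in control replicates 1 and 2 and 17.0 and 48.1 times for muscle markers, so genomic DNA does not explain those sets. For testis markers the ratios were 3.95 and 2.16 in the controls, around the limit of 3 that was set, and 0 in each abd-A library. For neuron markers they were 2.43 and 3.70 in the controls and 0.791 to 1.22 in the abd-A libraries, the highest of which is 0.501 of the lowest control ratio. Summed over genes instead, the ratio was 6.56 and 2.59 for testis markers in the controls and 2.31 to 2.40 in the abd-A libraries, the highest of which is 0.925 of the lowest control ratio, and receptor genes fell as well, from 1.53 and 1.38 CPM per kilobase to between 0.338 and 0.493. The share of testis markers with a count was 81.5% in both controls and 18.5% to 25.9% with abd-A. For receptor genes the share was 23.9% and 45.4% in the controls and 21.5% to 27.0% with abd-A. For testis markers, the medians and shares go against genomic DNA, but the summed ratios do not. Genomic DNA cannot be excluded for testis and neuron markers. The sums also depend on the most abundant markers, since the summed ratios of neuron markers were 2.65 and 4.96 in the controls and 7.67 to 11.7 in the abd-A libraries, and those of muscle markers were 17.7 and 43.0 in the controls and 32.1 to 40.9 in the abd-A libraries. The difference in depth does not explain the pattern, since 4 of the 4 sets were still lower after thinning. The medians of the sets spread over 5.08 log2 units, where those of fat body and testis are fitted values of genes at the limit of detection. This spread cannot decide whether one dilution of all other tissues lowered the sets, since muscle markers such as Act57B kept 137.1 CPM with abd-A. A response of the animals to abd-A cannot be told apart from carry-over of tissue, as 50 of the 64 genes were lower in every abd-A library than in every control, where chance gives 10% in that direction and carry-over gives the same. The largest decreases by the rule were asRNA:CR11538, CG4950, MstProx, CG14929 and Lsp2. asRNA:CR11538 and the fat body gene Lsp2 share 2096 exonic bases on opposite strands. On the opposite strand, CG14930 overlaps 827 exonic bases of CG14929, Mst84Da 269 of MstProx and CG13069 8 of CG4950.

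The male RNAs roX1 and roX2 were lower with abd-A. The log2 fold change of lncRNA:roX1 was -3.17, and lncRNA:roX2 was at least 13.98-fold lower. lncRNA:roX2 had 4 and 44 counts in the controls, so its limit rests mostly on control replicate 2. It was called in 0 of the 3 fits that each left out an abd-A library. Fewer males in the abd-A pools may explain the lower values, but the fall of roX1 cannot decide it. The gene ec, which shares 392 exonic bases with roX1 on the other strand, had a log2 fold change of -3.19, so counts from ec also remain an explanation for roX1. The sex of the larvae is not given by the labels.

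The Hox gene lab had counts in the control libraries only. It cannot be told apart from RNA of other tissues in the control pools, since 19 of 170 marker genes of other tissues had over 3 counts in both controls and at most 3 in every abd-A library. Expression of lab in hemocytes remains the paper's explanation. Among the other Hox genes, Antp had 13 and 29 counts in the controls and 53, 29 and 18 with abd-A, with a log2 fold change of -0.37. Ubx, with 51 exonic bases overlapped by asRNA:PS4 on the opposite strand, was not called, and pb, Dfd, Scr and Abd-B had fewer than 10 counts in total.

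Of 7 targets of JAK/STAT signaling, 5 were tested and 2 upregulated, with an adjusted p of 0.0705 for the set (limma's camera test, Benjamini-Hochberg adjustment over 18 sets) and a median log2 fold change of 1.58. The target Socs36E was upregulated with a log2 fold change of 1.57, and lost its call in 2 of the 3 fits that each left out an abd-A library. The second, Ptp61F, had a log2 fold change of 2.39 and kept its call in 3 of 3 of those fits. With the replicate block, the set passed with an adjusted p of 0.0394 (limma's camera test, Benjamini-Hochberg adjustment), and over all its fits the adjusted p lay between 0.0394 and 0.588.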
